# Control of Transcription by Cell Size

**DOI:** 10.1371/journal.pbio.1000523

**Published:** 2010-11-02

**Authors:** Chia-Yung Wu, P. Alexander Rolfe, David K. Gifford, Gerald R. Fink

## Abstract

Cell size increases significantly with increasing ploidy. Differences in cell size and ploidy are associated with alterations in gene expression, although no direct connection has been made between cell size and transcription. Here we show that ploidy-associated changes in gene expression reflect transcriptional adjustment to a larger cell size, implicating cellular geometry as a key parameter in gene regulation. Using RNA-seq, we identified genes whose expression was altered in a tetraploid as compared with the isogenic haploid. A significant fraction of these genes encode cell surface proteins, suggesting an effect of the enlarged cell size on the differential regulation of these genes. To test this hypothesis, we examined expression of these genes in haploid mutants that also produce enlarged size. Surprisingly, many genes differentially regulated in the tetraploid are identically regulated in the enlarged haploids, and the magnitude of change in gene expression correlates with the degree of size enlargement. These results indicate a causal relationship between cell size and transcription, with a size-sensing mechanism that alters transcription in response to size. The genes responding to cell size are enriched for those regulated by two mitogen-activated protein kinase pathways, and components in those pathways were found to mediate size-dependent gene regulation. Transcriptional adjustment to enlarged cell size could underlie other cellular changes associated with polyploidy. The causal relationship between cell size and transcription suggests that cell size homeostasis serves a regulatory role in transcriptome maintenance.

## Abstract 2

The demonstration of a causal, regulatory relationship between cell size and gene expression in yeast suggests that cells maintain size in order to maintain transcriptional homeostasis.

## Author Summary

Cells of the same type, whether microbial, plant, or metazoan in origin, exhibit remarkable uniformity in size. This uniformity arises from control mechanisms that respond to internal cellular changes as well as external environmental factors. Although precise control of cell size is a universal phenomenon, its relationship to cellular physiology is underexplored. In this study using yeast we show a causal relationship between cell size and gene regulation: changes in cell size correlate with changes in the expression of a set of genes. Hence, the maintenance of uniformity in cell size could be a homeostatic mechanism for the maintenance of gene expression in a cell or in a population of cells within a tissue. The relationship between cell size and gene expression uncovered in this study may have fundamental implications in evolution, in the development of multicellular organisms, and in the formation of tumors, as these processes often involve genome duplication accompanied by enlarged cell size.

## Introduction

The size of cells can vary significantly within an organism, and cells of the same type display pronounced increase in size with increasing ploidy [1],[2]. During development, specific cell types in many diploid organisms perform endoreplication and differentiate into polyploid cells that are functionally distinct from their diploid progenitors [2]. Polyploidy also occurs as an intermediate state in aneuploid tumor formation [3] and as a mechanism to create substrates for evolution [4],[5]. From yeast to mammals, polyploidy is associated with enlarged cell size and altered cellular physiology [2],[6]–[8]. How polyploidy changes physiology is a long-standing question. Furthermore, a causal relationship between enlarged cell size and altered physiology has not been discovered.

Yeast offers a unique advantage in studying the physiological consequences of polyploidy, because it is possible to construct isogenic strains of increasing ploidy. There were two previous analyses that compared transcription between cells of different ploidy. The first analysis of transcription in a yeast ploidy series identified a few genes whose transcript abundance in the transcriptome was altered by ploidy [6]. These included some genes that were strongly repressed and others that were strongly induced in polyploids. Although this study established a clear effect of ploidy on transcription, the limited set of identified genes did not reveal a functional relationship between ploidy and gene expression. The scope and sensitivity of this early investigation were hampered by technical limitations. Because the genome sequence of the studied yeast strain (Σ1278b) was not known at the time, microarrays designed for a related yeast strain (S288c) were employed. Recent genome analysis comparing these two yeast strain backgrounds has revealed many polymorphisms and changes in genomic organization [9] that compromised the power of detection by hybridization in the earlier study.

A subsequent analysis of polyploid yeast detected no significant differences between the diploid and tetraploid transcriptomes by microarrays [8], raising the possibility that the differences found in the first study were strain specific. Alternatively, experimental differences between the two studies could account for the different conclusions. Expanding the second study to compare strains with a greater difference in ploidy (i.e., between haploids and tetraploids) might have uncovered significant transcriptional changes related to ploidy, as was observed in the first study. More importantly, this later study used a different laboratory strain (S288c). Unlike the strain used in the first study (Σ1278b), the S288c strain background does not express *FLO11* [10], the gene that was most affected by ploidy in the first study [6].

We address the issues raised by both of these studies by examining ploidy effects in different yeast strains with more sensitive assays. The recently acquired genome sequence of the Σ1278b strain [9], combined with advances in transcriptome profiling by RNA-seq [11], provides the resolution necessary for genome-wide determination of a functional connection among genes regulated by ploidy. The dynamic range of quantitative linearity in RNA-seq is at least 10-fold higher than that of microarrays, making RNA-seq superior at comparing transcript abundance [12]. In this study, RNA-seq enabled identification of a much larger set of differentially expressed genes between Σ1278b haploid and tetraploid strains and the discovery of related genes by Gene Ontology (GO) analysis. The enriched GO terms suggested a causal relationship between cell size and gene expression, and this relationship was then confirmed by analyzing gene expression patterns in cells of varying sizes. The genes repressed in large cells of the Σ1278b background were also found to be repressed in tetraploids of S288c, suggesting that the casual relationship between cell size and gene expression is a general feature.

## Results

### RNA-Seq Reveals Novel Genes Differentially Regulated in Tetraploids as Compared with Haploids

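Poly(A) RNA from 2 haploid and 2 tetraploid MATa cultures of Σ1278b, a laboratory background of budding yeast that can form filaments, was sequenced as 4 cDNA libraries. Haploid A and tetraploid A formed pair A, and haploid B and tetraploid B formed pair B. The authors mapped the reads to the Σ1278b genome with Bowtie and deposited, for each library, the number of reads on each annotated ORF, without normalization. The libraries of pair A listed 6290 ORFs and those of pair B 6311, with the same ORFs in both libraries of a pair and a lowest listed count of 2. An ORF that was not listed was taken as 0. Reads on both strands were counted, so overlapping and antisense ORFs can share reads. The counts were normalized here with edgeR's TMM factors and compared between ploidies with edgeR's quasi-likelihood test, with the pair as a block and Benjamini-Hochberg adjustment. The test covered the 5680 genes with at least 15 reads in at least 1 library of each pair. Log2 fold changes are tetraploid over haploid, and their standard errors come from the same fit. Transcript levels are relative to the rest of each library, so a change in the amount of RNA per cell is not measured.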

To identify transcripts whose relative abundance in the transcriptome is changed by ploidy, poly(A) RNA transcripts isolated from isogenic haploids and tetraploids of the Σ1278b strain background were analyzed by RNA-seq (Figure 1A). 

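The deposited counts on ORFs summed to 3735445 reads in haploid A, 4133193 in tetraploid A, 3612527 in haploid B and 4036830 in tetraploid B. The paper's Dataset S1 gives total reads of 8703256, 9597798, 9020917 and 9096014 for the same libraries, of which the counts on ORFs are 42.9%, 43.1%, 40.0% and 44.4%. ORFs annotated within the ribosomal DNA repeats took 43.7% of the counts in haploid A, 41.1% in tetraploid A, 43.2% in haploid B and 37.0% in tetraploid B. The ORF with the most reads in each library, YLR154W-C, is one of them. Outside these ORFs, 2104348, 2436106, 2050399 and 2544336 reads remained. The median count per listed ORF was 73 in haploid A, 103 in tetraploid A, 86 in haploid B and 117 in tetraploid B, and the TMM factors were 0.840, 1.03, 0.975 and 1.19.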

Approximately 9 million sequence reads were obtained from each cDNA library, and the majority of reads mapped to annotated ORFs (Figure 1B). 

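Across all listed ORFs, the counts of the tetraploid and haploid libraries correlated with an R squared of 0.997 in pair A and 0.988 in pair B, against 0.974 between the 2 haploid and 0.995 between the 2 tetraploid libraries. These values are across genes, which are not independent replicates, and without the 10 ORFs with the most reads they were 0.960 in pair A and 0.957 in pair B. Of the 5680 genes tested, 62 (1.09%) changed at least 2-fold in the same direction in both pairs, 50 of them lower and 12 higher in tetraploids; with total counts in place of TMM factors it was 74, with 33 lower and 41 higher. The same count between libraries of equal ploidy, haploid B over haploid A and tetraploid B over tetraploid A, was 38. With the pair as a block, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 304 genes lower and 143 higher in tetraploids at an adjusted p under 0.05. Without the block the same test called 18 genes lower and 4 higher. The libraries of a pair deviated together: the difference between haploid A and haploid B correlated with that between tetraploid A and tetraploid B (r = 0.53 across genes). Among the alternatives, leaving out the block moved the number of lower genes most. The number of higher genes moved most when each library was scaled by the total reads of Dataset S1, with 103 genes lower and 2098 higher. Under that scaling the median gene shifted by 0.38 on the log2 scale. With total counts in place of TMM factors the median shifted by 0.30, and 115 genes were lower and 1168 higher.

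**Figure D1:**
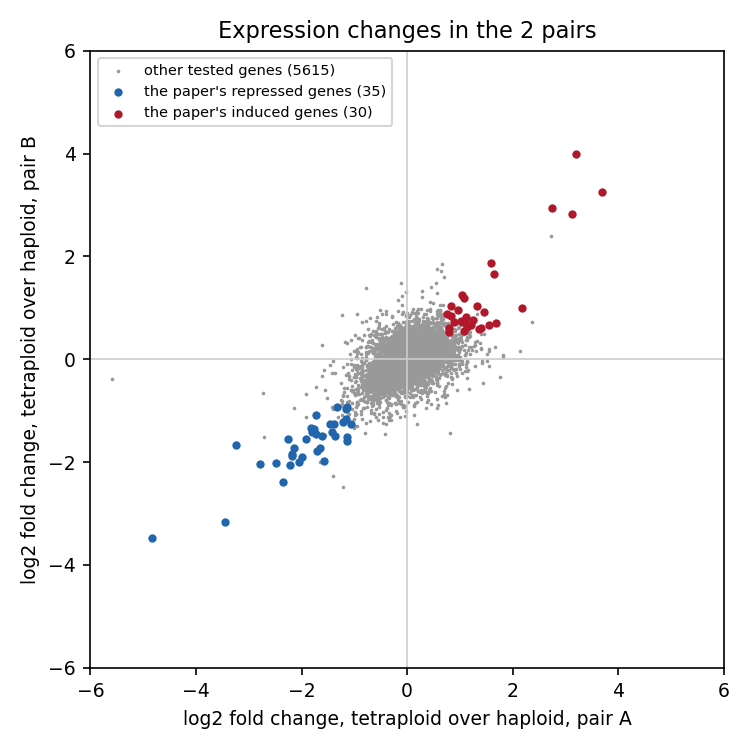
Log2 fold change (tetraploid over haploid) of each of the 5680 tested genes in pair A (horizontal axis) and pair B (vertical axis), with the paper's 35 repressed and 30 induced genes in color. All 35 repressed genes lie below 0 and all 30 induced genes above 0 in both pairs; these genes were chosen by the study from the same libraries.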

Pair-wise comparison of tetraploid samples with haploid samples revealed that ploidy affects the abundance of only a small proportion of the total transcripts (Figure 1C). 

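The study's procedure was followed on the deposited counts, with the summed counts on ORFs of each library as the denominator. The paper names uniquely mapped reads (for the frequencies) and total reads (for the folds) instead. Within a pair, a candidate had binomial p-values below 0.001 in both directions and at least 15 reads in 1 of the libraries. The 73 repressed and 199 induced candidates with the largest fold change in each pair, the list lengths of Figure 1D, were then intersected. Pair A gave 370 repressed and 1963 induced candidates, and pair B gave 224 and 1887. The intersection held 39 repressed genes, 32 of them in the paper's list, and 31 induced genes, 23 of them in the paper's list. With the total reads of Dataset S1 as the denominator, pair A gave 363 repressed and 1991 induced candidates and pair B 118 and 2883, and the intersection held 38 repressed genes, 34 of them in the paper's list, and 30 induced genes, 23 of them in the paper's list. With haploid A set against tetraploid B and haploid B against tetraploid A, 16 repressed and 13 induced genes overlapped. The binomial model allows for counting error alone. Between the 2 haploid libraries it gave 2102 candidates among 5666 genes (37.1%), and between the 2 tetraploid libraries 1973 among 5789 (34.1%), against 2333 of 5735 (40.7%) within pair A and 2111 of 5770 (36.6%) within pair B. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the pair as a block, all 35 listed repressed genes and 21 of the 30 listed induced genes had an adjusted p under 0.05. Without the block, 16 and 4 did, while libraries of a pair deviated together (r = 0.53). Adjusted over each list alone, 35 and 30 genes passed with the block, a count that shows no stability, since the study drew the lists from these libraries.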

By comparison with haploids, 35 transcripts were significantly and reproducibly repressed and 30 transcripts were induced in tetraploids (Figure 1D). The differentially expressed genes included several of the strongly regulated genes identified in the previous study on a Σ1278b ploidy series, and the majority of the remaining genes showed consistent regulatory trends in both studies (Figure 2; Dataset S1) [6]. 

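Table S1 assigns a peak in the mitotic cycle to some of the listed genes. Among the 35 repressed genes, 8 peaked in G1, with a mean log2 fold change of -1.46 ± 0.46 (SD over genes), 8 in M/G1 (-1.85 ± 0.30), 5 in M (-2.22 ± 1.13) and 1 in G2 (-1.43), and 13 had no assigned peak (-1.90 ± 0.66). Among the 30 induced genes, 5 peaked in G1, with a mean log2 fold change of 2.82 ± 1.12, 1 in G2/M (0.88) and 1 in M/G1 (1.72), and 23 had no assigned peak (1.07 ± 0.31). These means are over genes, not over replicates, and were not tested. The M-phase transcript SWI5 had a log2 fold change of 0.34 (standard error 0.19, adjusted p = 0.270 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same test the S-phase transcript HTA1 (0.17, adjusted p = 0.489) and the M/G1 transcript ASH1 (0.32, adjusted p = 0.157) were not called either. CLN3 (-0.82, adjusted p = 0.00122) and CLN1 (-0.67, adjusted p = 0.0218) were called lower. Without the pair as a block neither was called (adjusted p = 0.174 and 0.509 from the same test).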

The disproportional expression of these genes appeared unrelated to the cell cycle, since there was no systematic bias for genes expressed in specific cell cycle stages (Table S1).

**Figure 1:**
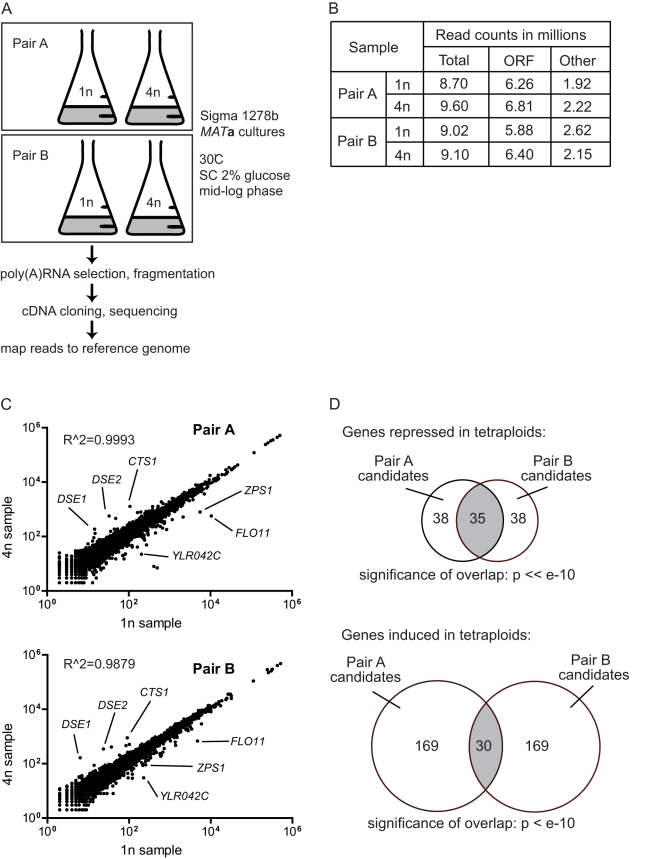
Identification of ploidy-regulated genes in yeast (Σ1278b). (A) RNA-seq analysis of the Σ1278b haploid and tetraploid transcriptomes. Two pairs of haploid and tetraploid cultures, A and B, were processed for transcriptional profiling (using Illumina Genome Analyzer 2). Reads were mapped to the annotated Σ1278b genome. We calculated ORF expression based on the number of reads mapping inside the ORF. SC, synthetic complete medium. (B) RNA-seq read counts. More than 90% of the approximately 9 million reads in each sample were mapped to the genome. More than 60% of the mapped reads fell within annotated ORFs. The majority of remaining reads mapped to the rDNA locus and Ty elements. The processed data (with calculations for fold changes and *p*-values) are in Dataset S1. (C) Ploidy alters expression of only a small number of genes. Read counts for all transcripts at the two ploidies are plotted, and several differentially regulated genes are specified. The comparable expression of most transcripts between the two ploidies shows that the tetraploid cells were euploid [42]. (D) Identification of genes differentially expressed in the tetraploid. Within each pair of haploid (1*n*)–tetraploid (4*n*) RNA-seq datasets, differentially expressed candidate genes were ranked by fold change in expression. Comparison of top-ranking candidates between both pairs produced overlapping genes that were called differentially expressed (see details in Materials and Methods). Cutoffs for top-ranking candidates were selected to obtain a sufficient set of overlapping genes for GO analysis while ensuring that the overlap remained highly statistically significant by hypergeomtric test.

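The change of each chromosome was measured as the median log2 fold change of its genes, centered on the median of all 5680 tested genes. Apart from chromosomes 3 and 6, the other 14 chromosomes had medians between -0.13 and 0.07 in both pairs. The 153 tested genes of chromosome 3 had a median of 0.27 in pair A and 0.23 in pair B, with 77.1% of them above 0 in the fit over both pairs. The 111 tested genes of chromosome 6 had a median of -0.39 in pair A and -0.36 in pair B, with 11.7% above 0. Between libraries of the same ploidy, no chromosome had a median farther from 0 than 0.0751. Restricting the genes to those with at least 100 reads in all 4 libraries, the alternative that moved these values most, gave -0.33 and -0.31 for the 48 remaining genes of chromosome 6 and 0.28 and 0.24 for the 64 of chromosome 3.

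**Figure D2:**
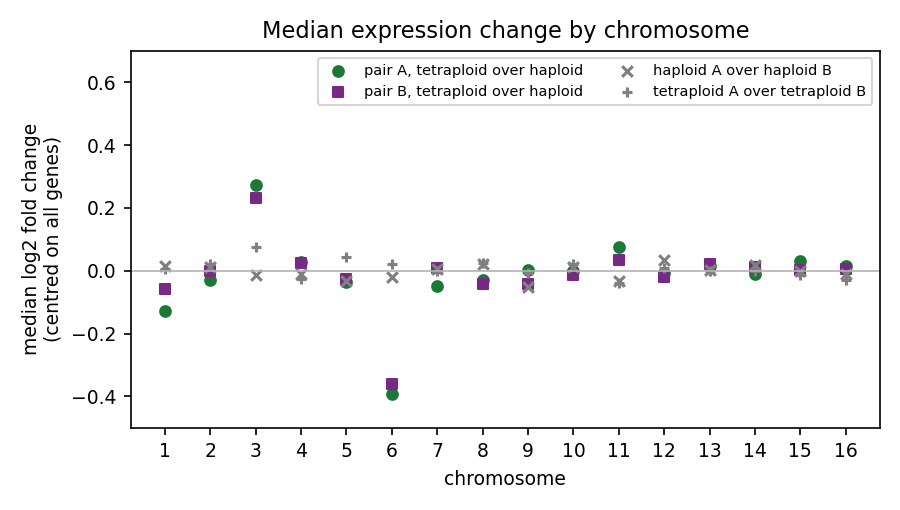
Median log2 fold change of the tested genes of each of the 16 chromosomes (vertical axis, centered on the median of all genes), for tetraploid over haploid in pair A (circles) and pair B (squares) and between libraries of the same ploidy (crosses). Chromosome 3 lies at 0.27 and 0.23 and chromosome 6 at -0.39 and -0.36, outside the range of the other chromosomes.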

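For the repressed lists, 0.850 shared genes would be drawn by chance from the 5680 genes expressed in both pairs, and the p for the observed overlap was 1.70e-61 (hypergeometric test, which is the one-sided Fisher's exact test). For the induced lists 6.63 would be drawn, with an exact p = 2.23e-13. A background of genes that were candidates in the same direction in both pairs, and so could have entered both lists, held 143 repressed and 1181 induced genes. In it, 17.1 shared repressed genes were expected (same exact test, p = 3.70e-16) and 6.52 shared induced genes (p = 9.07e-16). Genes are not independent, so these p-values describe the lists and not the cultures.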

**Figure 2:**
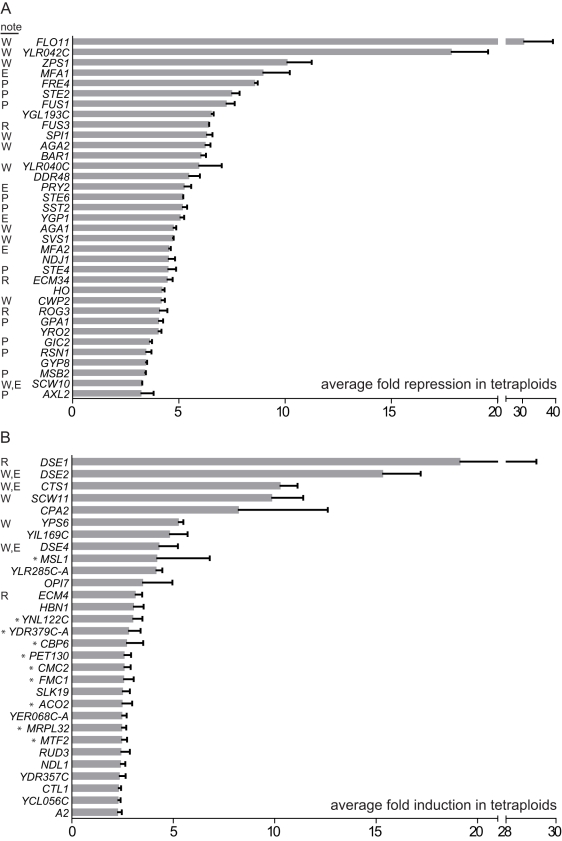
Genes differentially regulated in the Σ1278b tetraploid and their compartmental bias for encoding cell surface components. Differentially expressed genes in the Σ1278b tetraploid are ranked by average fold change in expression from both pairs of RNA-seq data. Error bar indicates standard deviation. (A) Genes repressed in the tetraploid. (B) Genes induced in the tetraploid. Characterized genes are shown with their standard names in SGD. Notes on localization of the encoded protein according to SGD: E, extracellular space; P, plasma membrane; R, regulator of cell surface components with intracellular or unknown localization; W, cell wall. Asterisks indicate mitochondrial localization; this category is not statistically significant in our GO analysis but nevertheless represents a third of the induced genes. We did not find a bias for specific cell cycle stages among the differentially regulated genes (Table S1) [43].

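All 35 repressed genes were lower in the tetraploid in both pairs, 32 of them at least 2-fold in each (26 with total counts in place of TMM factors), and their log2 fold changes ranged from -4.16 to -1.05 with a median of -1.68. YLR042C had 59.7 ± 1.06 CPM (counts scaled to the library with TMM factors; SD, n = 2) in haploids and 5.60 ± 0.94 in tetraploids, a log2 fold change of -3.40 (standard error 0.20, adjusted p = 2.18e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For MFA1 the values were 55.1 ± 4.08 and 10.2 ± 3.07 (log2 fold change -2.43, standard error 0.20, adjusted p = 9.69e-07). Some genes differed more between cultures of one ploidy than between ploidies. ZPS1 had 5581 reads in haploid A and 218 in haploid B, and 797 in tetraploid A and 92 in tetraploid B, and its log2 fold change was -3.24 in pair A and -1.66 in pair B (adjusted p = 2.72e-06 with the pair as a block and 0.568 without it). SPI1 and YRO2 also differed more than 2-fold between the haploid libraries, by 2.67 and 3.79 on the log2 scale, and had adjusted p-values of 0.530 and 0.703 without the block. The deviations of same-pair libraries correlated at 0.53. STE2, GYP8 and ROG3 lie on chromosome 6, whose genes were lower as a group in tetraploids, and FUS1 on chromosome 3, whose genes were higher.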

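All 30 induced genes were higher in the tetraploid in both pairs, 9 of them at least 2-fold in each (23 with total counts in place of TMM factors), with log2 fold changes from 0.68 to 3.72 and a median of 1.02. DSE1 rose from 14 and 6 reads in haploids A and B to 193 and 166 in tetraploids A and B, a log2 fold change of 3.72 (standard error 0.27, adjusted p = 2.52e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts were low for many of these genes: 12 had fewer than 15 reads in a haploid library, and 19 had a mean of fewer than 50 reads over the 4 libraries. The 9 induced genes with an adjusted p of 0.05 or more were MSL1, OPI7, YDR379C-A, CBP6, MTF2, YDR357C, CTL1, YCL056C and YCR096C, with a highest adjusted p of 0.152. YCL056C, YCR096C, HBN1 and MRPL32 lie on chromosome 3, whose genes were higher as a group in tetraploids.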

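As a set, the 54 tested genes for mitochondrial ribosomal proteins were higher in tetraploids: all 54 had a log2 fold change above 0, with a median of 0.40 over both pairs and 0.40 in pair A and 0.39 in pair B. A competitive gene set test (limma's camera) compared the set with the other genes. It took a small preset correlation between the genes of a set, not one estimated from these libraries. Where the genes of a set vary together more than that, its p-values are too small. For this set camera gave an adjusted p = 1.19e-10 over the 13 sets tested with the pair as a block. Without the block camera gave an adjusted p = 1.87e-09, and libraries of a pair deviated together (r = 0.53). With total counts in place of TMM factors the median was 0.69, against 0.30 for all genes (adjusted p = 6.36e-11). In the single-gene test 11 of the 54 had an adjusted p under 0.05 with the block and 0 without it, where 7 had an unadjusted p under 0.05 and a higher value. Offsets for GC content and length, chosen after the data were seen, gave a median of 0.32, with 52 of the 54 above 0. The camera test then gave an adjusted p = 1.31e-09. Of the 17 genes called higher with these offsets, 0 were in this set.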

### Gene Ontology Analysis Suggests That Cell Size but Not Ploidy Alters Gene Expression in Tetraploids

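Sets of genes were taken from the Gene Ontology annotation of the reference assembly R64. The 423 tested genes annotated to the cell wall, the plasma membrane or the extracellular region had a median log2 fold change of -0.18, and 293 of them were lower in tetraploids. With total counts in place of TMM factors their median was 0.11, above 0 but below the 0.30 of all genes. The camera test gave an adjusted p = 1.19e-10 for a shift of the set against the other genes with the pair as a block and an adjusted p = 3.92e-08 without it (correlation of the deviations of same-pair libraries, 0.53). By term, the median was -0.32 for the 69 genes of the cell wall (adjusted p = 1.27e-08), -0.17 for the 349 of the plasma membrane (adjusted p = 9.12e-09) and -0.72 for the 29 of the extracellular region (adjusted p = 2.13e-09). Of the 423 genes, 93 (22.0%) were among the genes called lower, against 5.35% of all tested genes, and 12 (2.84%) were among those called higher, against 2.52%. Fisher's exact test (two-sided) gave p = 1.11e-35 for the lower genes and 0.628 for the higher genes. By term, the higher genes held 7 of the 69 cell wall genes (10.1%, Fisher's exact p = 0.00162) and 4 of the 29 extracellular genes (13.8%, p = 0.00561), but 4 of the 349 plasma membrane genes (1.15%, p = 0.110). For all 423 genes, the same exact test on the higher genes gave p = 0.00155 without the block and 0.00100 with offsets for GC content and length, which were chosen after the data were seen. With total counts in place of TMM factors the set was depleted among the higher genes, 12.5% against 20.6% of all tested genes (Fisher's exact p = 1.09e-05).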

Interestingly, the genes differentially expressed in tetraploid cells are significantly enriched not for those associated with chromosomes but for those encoding proteins localized to the cell surface (cell wall, extracellular space, and plasma membrane) and for genes that encode regulators of cell surface components (Figure 2; Tables 1 and S2, S3, S4, S5). This compartmental bias suggests that the differential gene expression in tetraploids is not directly caused by an increase in the genome content, but by a difference in cell size/geometry: for a spherical cell, a 4-fold increase in volume corresponds to only a ∼2.5-fold increase in surface area. 

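For comparison, the 174 tested genes annotated to chromosomes, chromatin or kinetochores had a median log2 fold change of 0.14, which was 0.22 in pair A and 0.05 in pair B. The camera test gave an adjusted p = 0.0127 for a shift of this set upwards with the pair as a block and an adjusted p = 0.00823 without it (same-pair deviations correlated at 0.53), and with total counts in place of TMM factors an adjusted p = 0.0557, and 2 of the 174 were called lower and 2 higher. From the excess of cell surface genes over chromosome genes among the differentially expressed genes, the paper proposes that cell geometry, through the ratio of surface to volume, underlies the differential expression, and that the increase in genome content is not its direct cause.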

In other words, although tetraploid yeast cells are 4-fold larger in volume than haploid cells [13], the ratio of surface area to volume is smaller in tetraploids than in haploids. Reduction in surface area relative to volume is likely to trigger differential regulation of components associated with the cell surface, where signaling and transport processes take place dynamically. A reduction in relative cell surface area could alter interactions between surface and cytoplasmic signaling pathway components and affect the cell's ability to transport metabolites across the plasma membrane. Either type of perturbation caused by a reduced surface area relative to volume could alter gene expression in enlarged cells.

**Table 1:** Cellular compartmental Gene Ontology terms for genes differentially regulated in the Σ1278b tetraploid.

GO Term	Cluster Frequency	Background Frequency	*p*-Value
Cell wall	15/65 (23.1%)	85/5,613 (1.5%)	1.5 e^−14^
Extracellular	8/65 (12.3%)	22/5,613 (3.9%)	5.8 e^−11^
Plasma membrane	11/65 (16.9%)	254/5,613 (4.5%)	1.1 e^−4^

### Haploid Size Mutants Also Demonstrate Regulation of Gene Expression by Size

The relationship between cell size and transcription could be assessed by examining gene expression levels in haploid mutants with altered cell size relative to wild type (WT). Cell size mutants (Figure 3A) previously identified in a genome-wide study [14] were selected because they effectively enlarge cell size without significantly affecting fitness or cell shape. In addition, the underlying mutations have no reported functional relationship with the differentially expressed genes identified in tetraploid cells. We considered additional mutations to increase cell size in haploids [15],[16] but did not pursue them because of technical concerns that would preclude a clear interpretation of experimental results (Text S1).

**Figure 3:**
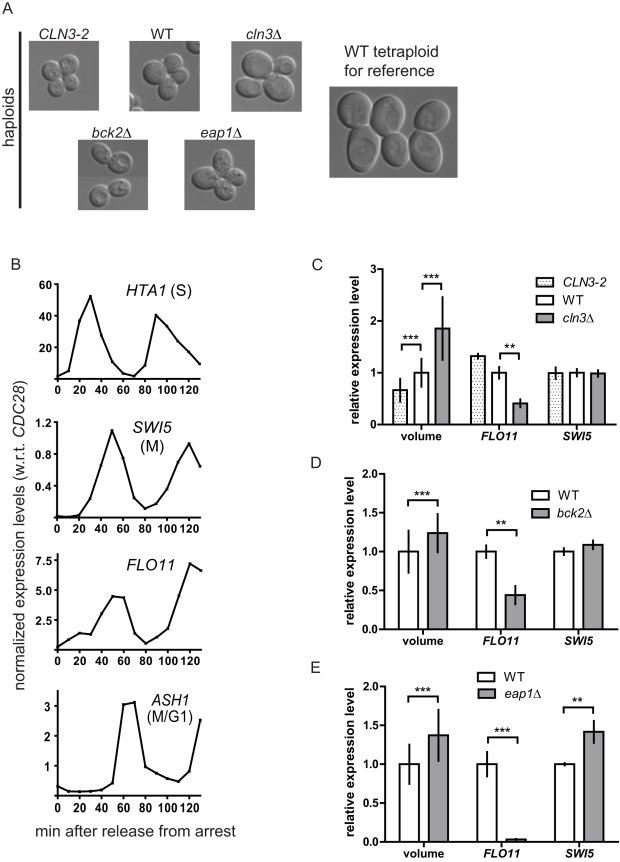
Enlarged cell size represses *FLO11*. (A) Live cell images of WT and size mutant haploids. (B) *FLO11* transcript abundance peaks in M-phase during the mitotic cycle. Upon release from alpha-factor arrest in G1, WT haploid cells were harvested at 10-min intervals. Cell cycle stages were assessed using expression profiles of known standard transcripts: *HTA1* (S-phase), *SWI5* (M-phase), and *ASH1* (M/G1 transition) [43]. The expression pattern of *FLO11* resembles that of *SWI5*. It is worth noting that *FLO11* was not found to be regulated by the cell cycle in a previous genome-wide study, because of a difference in yeast strain background (W303) [10],[43]. (C–E) Abundance of the *FLO11* transcript inversely correlates with cell size in haploids. (C) *CLN3*-based size series (*MAT*alpha strains). (D) WT and *bck2*Δ *MAT* **a** strains. (E) WT and *eap1*Δ *MAT* **a** strains. Cln3 is the most upstream activator of G1/S transition and maintains the size threshold of mitotic START [1]. Cln3 also regulates vacuolar morphology [29],[30]. Bck2 promotes G1/S transition independently of Cln3 [44]. Eap1 regulates translation [31] and has a separate role in chromosome segregation [32]. Cell volume was measured from microscopy images. Gene expression was measured by qPCR. Expression of *SWI5* was monitored to rule out the effect of cell cycle in data interpretation. Cell cycle arrest efficiency with nocodazole (>70%) was assessed by counting the percentage of cells arrested in metaphase (Table S6). Error bars indicate standard deviation. Statistical significance was calculated using Student's *t* test. *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001. *n* = 50 for volume measurements. *n* = 3 for transcript quantification.

If differential expression of a gene in tetraploids is caused by enlarged cell size rather than directly by higher ploidy, the gene should be differentially expressed in haploid size mutants as well. Furthermore, the magnitude of change in the gene's expression level should, ideally, correspond to the magnitude of change in cell size. This cell size–transcription hypothesis was initially tested by investigating the effect of cell size on expression of *FLO11*, a gene encoding a cell surface glycoprotein [17],[18]. *FLO11* showed the highest degree of repression in the tetraploid (Figure 2A), providing a wide range of detection for changes in transcript levels.

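FLO11 (YIR019C) had 6247 reads in haploid A and 2812 in haploid B, against 297 in tetraploid A and 342 in tetraploid B. Scaled with TMM factors, this was 1395 ± 843 CPM (SD, n = 2) in haploids and 70.6 ± 1.18 in tetraploids. The log2 fold change was -4.16 (standard error 0.23, adjusted p = 1.84e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with the pair as a block, 0.0144 without it, same-pair deviations correlating at 0.53). It was -4.82 in pair A and -3.47 in pair B, a gap that comes from the haploid libraries, which differed by 1.32 on the log2 scale while the tetraploid libraries differed by 0.03. With each library left out in turn, the value stayed between -4.83 and -3.48. It was the lowest of the 65 listed genes.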

Expression levels of *FLO11* were measured in WT Σ1278b and isogenic size mutant haploids (Figure 3A) treated with nocodazole for cell cycle arrest in M-phase, when the *FLO11* transcript is most abundant (Figure 3B). Because the size mutants manifest an altered cell cycle [1],[14], arresting the cell cycle was necessary to separate the transcriptional effect of cell size from that of cell cycle. We analyzed mutant alleles of the *CLN3* gene that altered cell size significantly and arrested efficiently in the presence of nocodazole. The *CLN3-2* mutant arrested as small cells (66% of WT volume), whereas the *cln3*Δ mutant arrested as large cells (185% of WT volume) (Figure 3C). In this haploid size series, we found an inverse correlation between *FLO11* expression and cell size: *FLO11* transcript abundance is highest in the small *CLN3-2* haploid and lowest in the large *cln3*Δ haploid, the same relationship observed between *FLO11* expression and cell size in haploid versus tetraploid cells. Expression of *FLO11* was also significantly repressed in the *bck2*Δ and *eap1*Δ mutants that displayed enlarged cell size at 124% and 137% of WT volume, respectively (Figure 3D and 3E). The reduced expression of *FLO11* in these large mutants mimics the down-regulation of *FLO11* in tetraploids (Figure 2A). The results from the haploid size mutants demonstrate an inverse correlation between *FLO11* expression and cell size, and this correlation is independent of ploidy.

To see whether other genes differentially expressed in tetraploid cells were also influenced by cell size, we used quantitative PCR (qPCR) to compare expression of these genes in WT and *cln3*Δ haploids. Among the mutants we examined, the *cln3*Δ haploid displayed the most pronounced change in cell size and arrested in M-phase with efficiency most similar to WT (Figure 3; Table S6). The majority of differentially regulated genes in the tetraploid were regulated in the same direction in the *cln3*Δ haploid (Tables 2, S7, and S8), especially the top-ranking genes, i.e., those that displayed the strongest differential expression in tetraploids (Figure 2A and 2B). These top-ranking genes likely represent those that respond most robustly to changes in cell size, since the *cln3*Δ haploid (185% of WT haploid volume) is still much smaller than the tetraploid (400% of WT haploid volume). Notably, the fold changes in expression levels of the top-ranking genes appeared to correlate with the increase in cell size: they were smaller in the *cln3*Δ haploid and larger in the WT tetraploid (Tables S7 and S8), a trend consistent with a functional relationship between cell size and gene expression.

**Table 2:** A substantial number of differentially expressed genes in the tetraploid are also differentially expressed in the *cln3*Δ haploid.

Genes Repressed in Tetraploid	Genes Induced in Tetraploid
$ *FLO11*	$ *DSE1*
$ *YLR042C*	$ *DSE2*
$ *MFA1*	$ *CTS1*
$ *FRE4*	$ *SCW11*
$ *STE2*	$ *CPA2*
$ *FUS1*	$ *YPS6*
$ *FUS3*	$ *YIL169C*
$ *AGA2*	*DSE4*
$ *BAR1*	*MSL1*
$ *YLR040C*	*OPI7*
$ *DDR48*	$ *ECM4*
$ *PRY2*	$ *HBN1*
$ *STE6*	*YNL122C*
$ *SST2*	*YDR379C-A*
*AGA1*	*CBP6*
$ *SVS1*	**∧** *CMC2*
$ *MFA2*	*FMC1*
$ *NDJ1*	*SLK19*
$ *STE4*	*ACO2*
*HO*	*MRPL32*
$ *CWP2*	*MTF2*
*GPA1*	*RUD3*
$ *GIC2*	*NDL1*
$ *RSN1*	*YDR357C*
*GYP8*	*CTL1*
*MSB2*	
*SCW10*	

Among the genes differentially expressed in the Σ1278b tetraploid, as identified from the RNA-seq experiment (Figure 2A and 2B), listed here are 52 genes that remain expressed and differentially regulated in tetraploid cells cultured in the YPD growth medium. WT and *cln3*Δ haploids were cultured in YPD plus nocodazole, and equivalent cell cycle arrest was monitored as described in Figure 3. Expression levels were measured by qPCR and analyzed with Student's *t* test (*n* = 3). Genes expressed at significantly different levels (*p*<0.05) are labeled as follows: $, genes regulated in the same trend in the *cln3*Δ haploid and the WT tetraploid; ∧, gene showing the opposite trend. Quantitative data for gene expression levels and fold changes are summarized in Tables S7 and S8.

To determine whether the magnitude of change in transcription correlates with the magnitude of change in cell size, we compared expression of the top-ranking size-responsive genes in enlarged haploid mutants and the WT tetraploid. Expression levels in each enlarged strain were measured by qPCR and normalized to those in an isogenic WT haploid. The juxtaposed datasets show a negative correlation (for repressed genes) or a positive correlation (for induced genes) between gene expression levels and cell size (Figures 4 and 5; Table S9). The results indicate that the differential regulation of these genes is enhanced with increasing cell size. This observation strongly supports our cell size–transcription hypothesis and the idea that incremental changes in cell size can be sensed by the cell and lead to incremental transcriptional responses.

**Figure 4:**
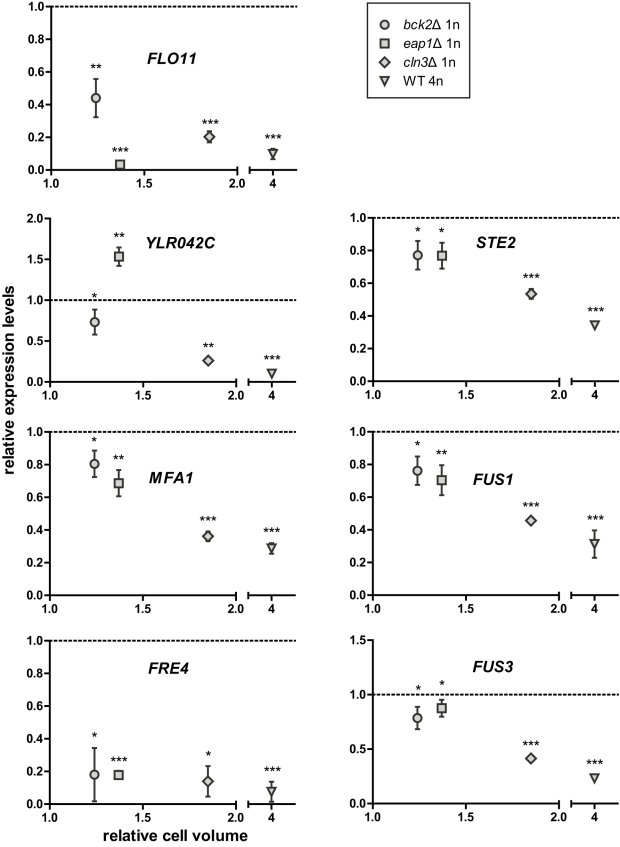
Differential regulation of the top-ranking size-repressed genes correlates with cell size. Gene expression and cell size in each of the enlarged strains were compared to an isogenic WT haploid. The dashed line represents the expression level in the WT haploid, which was set to 1. Asterisks above each symbol denote the significance of difference in transcript level (*, *p*<0.05; **, *p*<0.01; ***, *p*<0.001; error bars indicate standard deviation; statistical significance was calculated using Student's *t* test with *n* = 3). To separate the effects of cell size from cell cycle, the comparison between WT and mutant haploids required cells treated with nocodazole, whereas the comparison between haploid and tetraploid required asynchronously grown cells (Table S7B). The expression levels of *FLO11* and *YLR042C* in the *eap1*Δ mutant appeared significantly different from those in other size mutants. This mutation likely caused additional perturbations in the cell besides increasing cell size, and these perturbations may have specific effects on *FLO11* and *YLR042C*.

**Figure 5:**
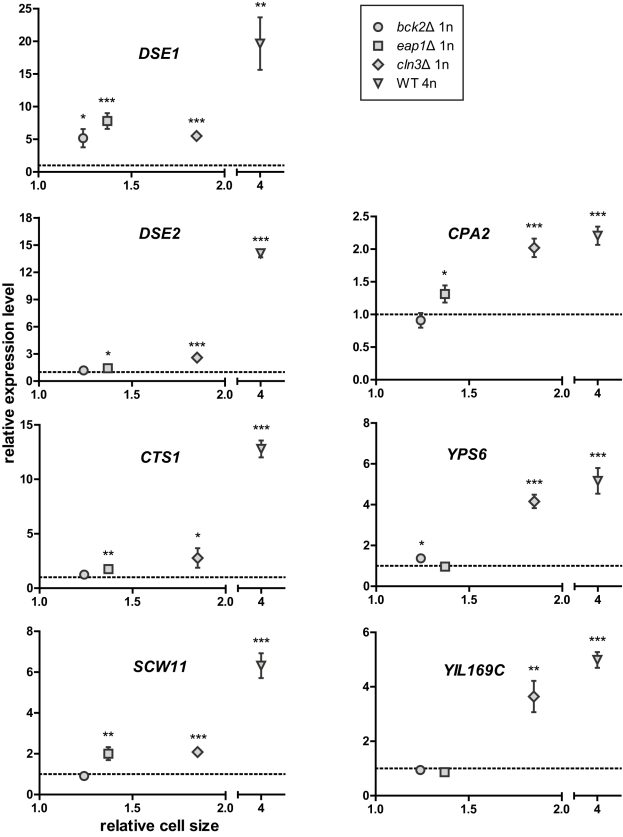
Differential regulation of the top-ranking size-induced genes correlates with cell size. See legend for Figure 4.

### Gene Ontology and Transcription Factor Motifs Reveal Pathways That Mediate Size-Dependent Gene Regulation

GO analysis indicated that many of the genes repressed by large cell size are regulated by the mating and the filamentation mitogen-activated protein kinase (MAPK) pathways (Table S3; see complete GO analysis results in Dataset S1). 

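The 45 tested genes that R64 annotates to pheromone signaling had a median log2 fold change of -0.22, and 27 were lower and 18 higher in tetraploids. The median was -0.07 in pair A and -0.28 in pair B. With total counts in place of TMM factors it was 0.07 over both pairs, below the 0.30 of all genes. The camera test gave an adjusted p = 2.36e-09 for the set with the pair as a block and an adjusted p = 7.36e-09 without it (same-pair deviations correlated at 0.53), and 12 of the 45 were called lower. The 77 genes annotated to pseudohyphal or invasive growth had a median of -0.03, with an adjusted p = 0.0525 with the block and an adjusted p = 0.0537 without it. Of these 77 genes, 11 (14.3%) were called lower with the block and 4 (5.19%) without it (two-sided Fisher's exact test, p = 0.00242 and 8.27e-05). The transcript of STE12 itself was lower, with a log2 fold change of -0.97 (standard error 0.16, adjusted p = 0.00145 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with the block, 0.174 without it).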

Analysis of transcription factor binding motifs also suggested that these MAPK pathways mediate differential gene regulation in response to cell size: the binding motifs of Dig1 and Ste12, transcription factors that function in both pathways, were significantly enriched (Table S10; Dataset S2). 

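Table S10 assigns the motifs to the 35 repressed genes. The 13 genes with a Dig1 motif had a mean log2 fold change of -1.86 ± 0.59 (SD over genes) and the 22 without it -1.79 ± 0.70, a difference of -0.07 (two-sided permutation test, p = 0.747). The 25 genes with a Ste12 motif had a mean of -1.90 ± 0.71 and the 10 without it -1.62 ± 0.45, a difference of -0.27 (same permutation test, p = 0.259). Adjusted over the 4 motif comparisons made, the p-values were 0.747 and 0.345. All 13 genes with a Dig1 motif also had a Ste12 motif, 12 had the Ste12 motif alone and 10 had neither. All 35 genes were selected for a large decrease, which limits what a comparison among them can show.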

Ste12 is a transcriptional activator crucial for mating and filamentation [19]. Dig1 mediates transcriptional repression in both cellular processes by inhibiting the activity of Ste12 [20],[21]. When either of the MAPK pathways is active, Ste12 is phosphorylated by the MAPK and released from inhibition by Dig1.

We compared transcription in haploid and tetraploid cells of a different strain background (S288c) to see whether the mating pathway, which is conserved among different species of yeast [22], was affected by cell size in this background as it is in Σ1278b. The genes downstream of the mating pathway were differentially repressed in the S288c tetraploid (Figure 6A), suggesting that the effect of cell size on the mating pathway could be a general characteristic in yeast. We also constructed isogenic haploid and tetraploid S288c cells expressing *FLO11* [10] and found that expression of *FLO11* was significantly repressed in this tetraploid strain (Figure 6B), a result consistent with our finding in Σ1278b.

**Figure 6:**
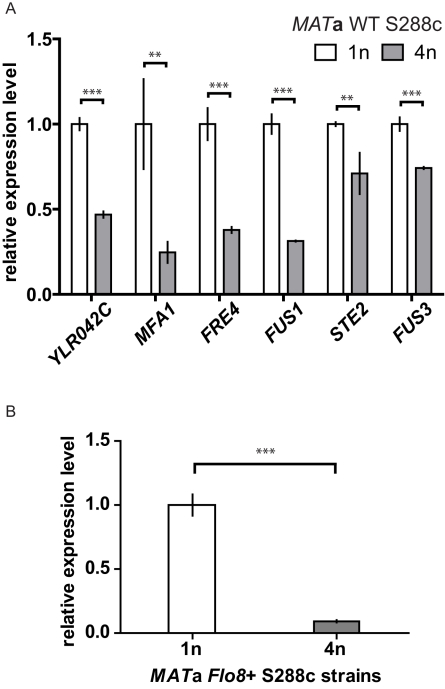
Differential down-regulation of the top-ranking size-repressed genes also occurs in the S288c strain background. (A) Expression levels of the top-ranking size-repressed genes were examined in the WT *MAT* **a** haploids and tetraploids of the S288c strain background. *MFA1*, *FUS1*, *STE2*, and *FUS3* are genes regulated by the mating MAPK pathway. The function of *YLR042C* is unknown, but the presence of Dig1 and Ste12 motifs in its promoter (Table S10) suggests that it could be regulated by the mating pathway. *FRE4*, not involved in the mating response, was included in the analysis because it is one of the most size-regulated genes in Σ1278b. *FLO11* is not expressed in this background [10] and thus was omitted. (B) Transcript levels of *FLO11* in S288c strains expressing functional Flo8, a transcriptional activator required for *FLO11* expression [10]. All strains were cultured asynchronously in YPD until mid-log phase, and transcript abundance was measured by qPCR. Error bars indicate standard deviation. Statistical significance was calculated using Student's *t* test with *n* = 3. **, *p*<0.01; ***, *p*<0.001.

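Among the 30 induced genes, Dataset S2 assigns a Swi5 motif to 10. These had a mean log2 fold change of 2.02 ± 1.15 (SD over genes) and the 20 without it 1.06 ± 0.33, a difference of 0.96 (two-sided permutation test with 100000 resamples, p = 0.00372, adjusted p = 0.00744 over 4 motif comparisons).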

Although genes up-regulated in large cells were significantly enriched for those containing the binding motifs of Ace2, Swi5, Rfx1, and Yap7 in their promoters (Dataset S2), this group gave no obvious clues concerning the molecular pathway causing their differential regulation (Text S2). Moreover, when the transcription of this group of genes in haploids and tetraploids of the S288c background was compared, there was no difference in the levels of their expression (data not shown). This difference between the two yeast strains probably reflects the many regulatory differences between them [9] (Text S2).

### The Mating and the Filamentation Pathways Contribute to Differential Gene Expression in Response to Changes in Cell Size

To understand the roles of the mating and the filamentation MAPK pathways in mediating size-dependent gene regulation, we disrupted signaling in these pathways in enlarged cells by making mutations in key pathway components. In the absence of the transcriptional repressor Dig1, several size-repressed genes were less repressed in large cells and became insensitive or much less responsive to size enlargement (Figure 7A). The reduced effect of cell size on gene expression in the absence of Dig1 shows that this transcription factor is involved in gene regulation by cell size. Assessment of the role of the MAPK pathways required a double mutant lacking both Fus3 and Kss1, MAPKs of the mating pathway and the filamentation pathway, respectively. The double mutant was necessary as these MAPKs have partially overlapping functions as transcriptional repressors [23]. The *kss1*Δ *fus3*Δ double mutation reduced the effect of enlarged cell size on the transcription of downstream genes (Figure 7B). Results from the *dig1*Δ and *kss1*Δ *fus3*Δ mutants suggest that reduced activities in the mating and the filamentation pathways contribute to differential gene regulation in large cells.

**Figure 7:**
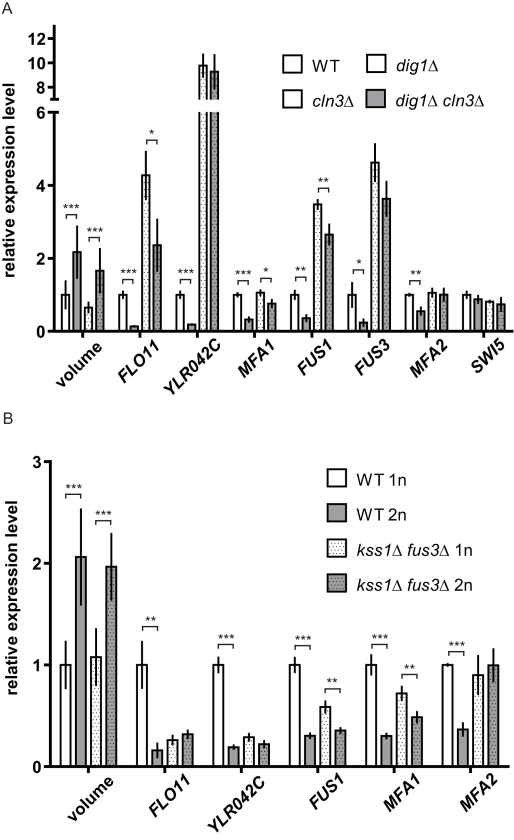
Cell size alters gene expression through the mating and the filamentation pathways. (A) The transcriptional repressor Dig1 in the mating and the filamentation pathway is involved in gene repression by cell size. In the absence of Dig1, several size-repressed genes became less responsive to an increase in cell size. The fold changes in expression between the *dig1*Δ and the *dig1*Δ *cln3*Δ mutants were smaller than those between the WT and the *cln3*Δ mutant. All strains were haploid and *MAT* **a** in the Σ1278b background. As described in Figure 3, cells were cultured in the presence of nocodazole prior to subsequent processing, and *SWI5* transcript was quantified to verify comparable cell cycle arrest. Error bars indicate standard deviation. Statistical significance was calculated using Student's *t* test; *n* = 50 for volume measurements; *n* = 3 for transcript quantification. *, *p*<0.05; **, *p*<0.01; ***, *p*<0.001. (B) The mating and the filamentation MAPKs (Fus3 and Kss1) contribute to differential regulation of downstream genes in large cells. In the *kss1*Δ *fus3*Δ double mutants, the effect of enlarged cell size on gene expression was reduced. The fold changes in expression between the mutant haploid and diploid strains were smaller than those between the WT haploid and diploid strains. Although all genes showed a reduction in fold change between the mutant haploids and diploids, expression levels of individual genes were affected differently by the double mutation. The unique response of each gene likely reflects gene-specific, additive effects of the single mutations. All strains were *MAT* **a** Σ1278b and were cultured asynchronously in YPD until mid-log phase. Statistical treatment was performed as in (A).

## Discussion

Cell size homeostasis has been intensively studied and shown to be controlled by a complex coordination of cell growth and cell division [1],[14],[24]–[28]. However, the functional significance of this intricate and efficient maintenance of cell size has not been addressed. Moreover, when the genome is duplicated, as in polyploids, the accompanying increase in cell size is maintained upon cell division. Such whole genome duplication has been invoked to explain evolution, development, and diseases [2]–[5], with little attention to the transcriptional consequences of the enlarged cell size that accompanies polyploidy.

To explore the functional relationship between enlarged cell size and gene expression, we first profiled the transcriptomes of isogenic Σ1278b haploid and tetraploid strains by RNA-seq. This strategy revealed a more complete catalog of the genes influenced by ploidy than was possible to achieve in a previous study [6]. Genes encoding cell-surface-related proteins were overrepresented, suggesting an effect of cell size on gene expression. The top-ranking genes whose transcription was down-regulated by an increase in genome size were also down-regulated in another laboratory strain, S288c, that has significant physiological differences from Σ1278b [9]. The fact that these genes behaved similarly in two different strains supported the hypothesis that cell size was responsible for the transcriptional effects. This cell size–transcription hypothesis was plausible because the volume of yeast cells increases proportionally with ploidy [13]. Moreover, as the cell surface area relative to cell volume decreases with increasing cell size, the reduction in cell surface area could alter gene expression by affecting cell-surface-related signaling molecules and impairing molecular transport across the plasma membrane.

The cell size–transcription hypothesis was supported by an independent assessment that measured gene expression in haploid mutants that make large cells. These large haploid mutants also showed a causal relationship between cell size and gene transcription, indicating the existence of a size-sensing mechanism that alters transcription independently of ploidy. An alternative model, in which polyploidy and size-altering mutations change transcription of size-regulated genes, whose altered expression then enlarges cell size, is unlikely. The set of size-regulated genes we identified do not themselves regulate cell size [14]. Moreover, the haploid size mutations and tetraploidy enlarge cell size by different mechanisms [1],[13] and affect different cellular processes [29]–[32]. The similar transcriptional effects observed in these physiologically different contexts of increased cell size and the enhancing of transcriptional changes with increasing cell size support our hypothesis that cell size sensing is involved in differential transcriptional regulation.

Our analysis of the transcriptional data suggests that the cell size signal may be transmitted by the mating and the filamentation MAPK pathways. Genes regulated by these pathways in Σ1278b were preferentially down-regulated in large cells and composed the most significant category in GO analysis. A previous study did not detect differential regulation of these genes, as the strains employed (*MAT* **a**/alpha S288c) were inactive for mating and filamentation [8]. We showed that in S288c strains of a suitable mating type and with a greater difference in ploidy, genes downstream of the mating pathway were also repressed. Genetic disruptions in the mating and the filamentation MAPKs as well as their common downstream transcriptional repressor *DIG1* reduced the effect of cell size on target gene expression. These results confirmed a decrease in activities of the mating and the filamentation pathways in large cells. The switch-like dual functions of the MAPKs [23],[33] and the positive feedback loops involving downstream transcription factors [34]–[37] likely exacerbate differences in pathway activity between the active state (in small cells) and the inactive state (in large cells). These attributes of the pathways may account for a nonlinear transcriptional response to changes in cell size. Consequently, the magnitude of change in gene expression did not appear to correlate with cell size or cell surface area in a simple fashion (Table S9).

Although the exact signal that initiates a size-dependent change in transcription is not known, these MAPK pathways have an architecture that is well suited to transmitting a signal from the cell surface to the nucleus. In both MAPK pathways, plasma-membrane-bound G proteins recruit and activate the MAPKKK upon stimulation by the mating pheromone or by nutrient starvation. Through a series of further protein–protein interactions, the MAPKKK in turn activates downstream kinases including the MAPK, which then translocates from the cellular periphery to the nucleus to induce gene expression [38]. An enlarged cell size could affect one or more of the molecular events in the process of pathway activation. Because the nuclear size is proportional to overall cell size in yeast [39],[40], both the nuclear surface and the cell surface experience a reduction in area relative to the enclosed volume in large cells. The reduced relative nuclear surface area could impair translocation of the MAPKs. The reduced relative cell surface area could affect the interactions between plasma-membrane-bound and cytoplasmic components in the pathway.

In summary, we showed that polyploidy-associated differential gene regulation is largely caused by an increase in cell size. The newly uncovered regulatory relationship between cell size and gene expression suggests that the uniformity of cell size in unicellular organisms and within tissues in multicellular organisms could be necessary to maintain the homeostasis of transcription. Our finding also suggests that cells monitor their geometric properties (i.e., size and shape) and adjust transcription accordingly. These physical features have not been typically considered a regulatory factor in cellular biology, especially in gene expression studies. In metazoans, the control of gene expression by cell size could contribute to the altered development of large or polyploid cells in normal tissues or to the aberrant physiology of tumor cells.

## Materials and Methods

### Yeast Growth Conditions

Yeast strains used in this study are listed in Table 3. Strains L6437 (WT *MAT* **a** haploid) and L6440 (WT *MAT* **a** tetraploid) were grown in synthetic complete medium plus 2% glucose at 30°C until mid-log phase for transcriptome profiling by RNA-seq. Cells were handled with caution to minimize passaging in order to avoid aneuploidy in the tetraploid. For cell cycle arrest using nocodazole, cultures were inoculated at low density in yeast extract peptone dextrose (YPD) plus 1% DMSO from overnight precultures and incubated at 30°C. After a few hours, the cultures in exponential phase were diluted to ∼0.15 O.D.600 in prewarmed fresh medium and incubated for another 30 min. Nocodazole was added to a final concentration of 15 µg/ml to arrest cell cycle for 3 h. Enrichment of cells in M-phase was monitored by *SWI5* RNA transcript abundance and by counting the percentage of large budded cells with DAPI-stained nuclei at the mother–bud junction. To compare gene expression levels in isogenic strains at different ploidies, cells were cultured in YPD at 30°C until mid-log phase. Cells were collected by centrifugation for RNA extraction and microscopy.

**Table 3:** Yeast strains used in this study.

Strain ID	Genotype/Description	Source
L6437	*MAT* **a** WT	Gerald Fink lab
L6440	*MAT* **aaaa** isogenic to L6437	Gerald Fink lab
yCW478	*MAT* **a** WT, *can1*Δ::*STE2*pr-*SpHIS5*, *lyp1*Δ::*STE3*pr-*LEU2*	Charles Boone lab
yCW784	yCW478 with *bck2*::kanMX	Charles Boone lab
yCW802	yCW478 with *eap1*::kanMX	Charles Boone lab
L7613	*MAT*alpha *CLN3*, *leu2*::*hisG*::*LEU2*	Gerald Fink lab
L7641	*MAT*alpha *cln3Δ*::*LEU2*	Gerald Fink lab
L7646	*MAT*alpha *CLN3-2*	Gerald Fink lab
L7609	L6437 with *cln3Δ*::*LEU2*	Gerald Fink lab
L7618	L6437 with *leu2*::his*G*::*LEU2*	Gerald Fink lab
yCW763	*MAT* **a** *dig1Δ*::kanMX	This study
yCW764	*MAT* **a** *dig1Δ*::kanMX, *cln3Δ*::*LEU2*	This study
L5486	*MAT* **a** WT, *HIS3*, *red1*	Gerald Fink lab
yCW816	*MAT* **aa** isogenic to L5486	This study
L5539	L5486 with *kss1Δ*::*LEU2*, *fus3Δ*::*LEU2*, *HIS3*, cured of plasmid	Gerald Fink lab
yCW809	*MAT* **aa** isogenic to L5539 without plasmid	This study
PY3295	*MAT* **a**, identical to BY4741 (WT S288c), *his3Δ*, *leu2Δ*, *met15Δ*, *ura3Δ*, *LYS2*	David Pellman lab
PY5006	*MAT* **aaaa**, isogenic to PY3295 except *MET15*/*MET15*/*met15Δ*/*met15Δ*, *LYS2*/*LYS2*/*lys2Δ*/*lys2*Δ	David Pellman lab
BYC0037	*MAT* **a**, BY4741 (S288c) with an integrated functional allele of *FLO8*	Gerald Fink lab
yCW834	*MAT* **aaaa**, isogenic to BYC0037	This study

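Transcripts that bear on the strains' genotype were read from the counts. LEU2 was not listed for any library. HIS3 had 16 and 43 reads in haploids A and B and 40 and 20 in tetraploids A and B. The ORF annotated as URA3 had 28814 reads in haploid A, 25911 in tetraploid A, 35557 in haploid B and 30425 in tetraploid B. Of the genes expressed in MATalpha cells, STE3 had between 28 and 32 reads per library, MFALPHA1 had 0 or 2, and MFALPHA2 had 2 and 4 in haploids A and B and 7 and 13 in tetraploids A and B.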

All strains are in the Σ1278b background with the genotype *ura3-52*, *leu2*::*hisG*, *his3*::*hisG* unless noted otherwise.

### Preparation of cDNA Libraries for Sequencing

Total RNA was extracted from yeast cultures in mid-log phase with acidic phenol. After enrichment of poly(A) RNA (Qiagen Oligotex mRNA kit), the resultant mRNA was processed for cDNA library construction and sequencing as previously described [11]. The libraries were sequenced for 36 cycles on Illumina Genome Analyzer 2 using the standard protocol.

### Mapping Algorithm for RNA-Seq Reads

Reads were mapped to the Σ1278b genome using the Bowtie alignment software (version 0.10.0; http://bowtie-bio.sourceforge.net/index.shtml). Reads were either mapped uniquely (bowtie –solexa-quals -k 1 -m 1 –best –strata -p 2 –strandfix) or multiply (bowtie –solexa-quals -k 100 -m 100 –best –strata -p 2 –strandfix). We used unique mappings only to look at differential gene expression. 

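In the reference assembly R64, which is not the genome the authors mapped to, 16 of the listed ORFs have a coding sequence that is repeated in full at another listed ORF. They form 7 groups, and 13 of the 16 had a mean of at least 15 reads. HMLALPHA2 (YCL067C) and MATALPHA2 (YCR039C) had identical counts of 28, 73, 45 and 92 in haploid A, tetraploid A, haploid B and tetraploid B. The 4 copies of the ribosomal DNA ORF YLR154C-H had 37703 reads each in haploid A and 30269 each in tetraploid A. Whether these copies are also identical in Σ1278b was not examined, so their counts are uncertain.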

Multiple mappings were used to assess how many reads aligned to TY elements, the rDNA cluster, and other repetitive sequences; a read that mapped to *n* genomic locations was assigned a weight of 1/*n*, and the “number of reads” mapping to a repetitive element was the sum of the weights of the hits in that element. The complete RNA-seq data are available at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) repository with the accession number GSE19685.

### Enriching Differentially Expressed Candidate Genes in the RNA-Seq Data

Mapped reads were stored in the David K. Gifford group's in-house ChIP/RNA-seq database and analyzed with the code provided in DifferentialExpression.java. This code performs the following procedure on each annotated ORF in the Σ1278b genome. (1) Determine the total number of uniquely mapped reads in the haploid and tetraploid experiments. (2) Determine the number of uniquely mapped reads on both strands in the ORF in the haploid and tetraploid experiments. (3) Compute frequency_haploid = (haploid count for gene)/(total haploid count) and frequency_tetraploid = (tetraploid count for gene)/(total tetraploid count). (4) Use frequency_haploid to compute a *p*-value for the observed reads in the tetraploid experiment using a binomial model given the frequency in the haploid experiment. That is
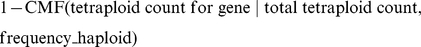
The CMF is the cumulative mass function (the discrete equivalent of a cumulative distribution function) and is the sum of the probabilities for all counts less than or equal to the observed count. This is the *p*-value for the haploid observation given the tetraploid observation. (5) Compute the *p*-value for the tetraploid observation given the haploid observation. (6) Retain genes with *p*<0.001.

The worksheets “sample pair A” and “sample pair B” in Dataset S1 show the results.

### Identification of Genes Transcriptionally Affected by Ploidy in the RNA-Seq Data

Based on read counts of known silenced genes (hypoxia response and sporulation specific), a threshold of 15 was set as the minimal expressed level. In total, 5,613 genes were considered expressed and constituted the “background gene list” for subsequent GO analysis on *Saccharomyces* Genome Database (SGD). 

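In the deposited counts, 5735 ORFs had at least 15 reads in at least 1 library of pair A and 5770 in at least 1 library of pair B. Of these, 5680 met the minimum in both pairs. At least 15 reads in all 4 libraries were reached by 5368 genes, and at least 15 reads in any library by 5825.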

The list of differentially expressed genes with read count of 15 or greater provided the set of candidate genes.

The differentially regulated candidate genes were sorted by fold change after gene read counts had been normalized by the total number of reads in each dataset. 

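Dividing by total counts leaves a shift of most genes between ploidies. Without the ORFs of the ribosomal DNA, a choice made after the data were seen, the median gene still shifted by 0.19 on the log2 scale, so these ORFs account for part of the shift at most. With effective library sizes from TMM in place of total counts, the study's procedure gave 992 repressed and 682 induced candidates in pair A and 737 and 507 in pair B. The intersected lists then held 34 repressed genes, 27 of them in the paper's list, and 33 induced genes, 15 of them in the paper's list.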

Equal numbers of the top-ranking candidates from the two haploid–tetraploid replicates were compared, and the overlapping candidates were identified as differentially regulated. The numbers of top-ranking candidates from the replicates were selected to obtain a sufficient number of overlapping genes for GO analysis while ensuring that the overlap between replicates was highly statistically significant (*p*<e^−10^) by hypergeomtric test using MATLAB (MathWorks).

### Binding Motif Analysis for Genes Disproportionally Expressed in the Tetraploid

Given the list of differentially expressed genes, we scanned the upstream promoter region for all motifs published [41]. For each gene, we determined the promoter region as the region (1) extending 50 bp downstream of the annotated coding start site and (2) extending upstream of the annotated coding start site to the first annotated feature (ORF, Ty, tRNA, etc.) or 5 kb away. Features that overlap the transcription start site are not used as the first upstream feature.

For each motif, we determined the numerical score of the log-likelihood matrix match against all genes as the best match of the motif to the upstream promoter. Each log-likelihood matrix has a positive maximum score representing the highest possible value that the matrix can assign to a DNA sequence seen while scanning; as these are log-likelihood matrices, a score of zero indicates that the sequence in question matches the background model as well as it matches the matrix. The motif-scanning code then tested cutoff scores between 0.3 and 1.0 (in increments of 0.05) times the maximum possible score for the motif to determine the score to use to call a motif “match”; the score cutoff used was the one that produced the most significant result when comparing the motif frequency in genes up-regulated in tetraploid against motif frequency in all genes using a binomial test. We performed a similar process on the down-regulated genes.

We filtered the results to include only motifs that showed a *p*-value of 0.005 or less, were found in at least 25% of up-/down-regulated genes, and for which the fold change in frequency was at least 1.5. We used these filters to retain motifs mostly likely to be relevant to the lists of identified genes.

Dataset S2 shows the results of the motif scanning.

### Quantifying Expression Levels of Specific Genes by PCR

Total RNA extracted using acidic phenol was processed for cDNA synthesis using the QuantiTect Reverse Transcription Kit (Qiagen). Expression levels were measured on an Applied Biosystems 7500 Real-Time PCR System with SYBR Green in Absolute Quantification mode following manufacture's procedure. Unless specified, we used the abundance of *ACT1* transcript to normalize expression levels of genes of interest. The representation of *ACT1* transcript in total RNA is constant in all strains used in this study. Statistical treatment (unpaired *t* test for two-tailed *p*-values) of qPCR data was performed using GraphPad Prism (GraphPad Software).

### Measurement of Cell Size

Cells were fixed in 3.7% formaldehyde at 4°C overnight and digested with a mixture of zymolyase and glusulase in the presence of 1.2 M sorbitol citrate to relieve aggregation. Microscopy images of more than 50 cells per strain were analyzed using ImageJ (United States National Institutes of Health). In experiments involving cell cycle arrest with nocodazole, cell size was calculated from the measured width and length of both mother and bud of large budded cells, assuming rotational symmetry about the long axis. For actively cycling cultures, cell size was calculated from the measured width and length of the mother of budded cells. Statistical comparison of cell size was performed using Student's *t* test.

### Construction of Isogenic *MAT*aa Diploids

Haploid strains with suitable genotypes were transformed with a plasmid encoding the HO endonuclease inducible by galatose to enable mating-type switching. Transformed strains were pre-grown overnight in synthetic complete drop-out medium supplemented with 0.1% glucose. After sufficient washing with water, cells were resuspended in synthetic complete drop-out medium plus 2% galactose and grown for approximately one doubling time to enable mating-type switching before plating on YPD agar. Mating-type-switched candidates were passaged multiple times on YPD to ensure loss of the HO-encoding plasmid prior to mating-type assessment by auxotrophic marker complementation or a pheromone-dependent growth inhibition assay.

## Supporting Information

Dataset S1 **Results for the RNA-seq comparison between the transcriptomes of haploid and tetraploid cells.** In the worksheets “sample pair A” and “sample pair B,” read counts of annotated ORFs in the two pairs of RNA-seq datasets are listed. Also included are *p*-values for calling differentially expressed genes and the sample total read counts. The worksheet “gene lists” shows genes in the “background list” for GO analysis and the lists of genes differentially regulated in tetraploids sorted by average fold change in the RNA-seq datasets. The remaining worksheets show the complete GO term search results from SGD for genes differentially expressed in tetraploids. GO terms for biological process, molecular function, and cellular compartment are listed separately.
(2.33 MB XLS) Click here for additional data file.

Dataset S2 **Overrepresented transcription factor motifs in the promoters of differentially regulated genes.** Worksheet “Dig1, Ste12, Mcm1” shows the likelihood of these transcription factors binding to the promoters of interest. The remaining worksheets show motifs found to be significantly enriched in specific gene sets.
(0.05 MB XLS) Click here for additional data file.

Table S1 **Regulation of disproportionally expressed genes in the tetraploid is not correlated with stages in the mitotic cell cycle.**
(0.07 MB DOC) Click here for additional data file.

Table S2 **Cellular compartment GO terms for genes repressed in the tetraploid.**
(0.03 MB DOC) Click here for additional data file.

Table S3 **Biological process GO terms for genes repressed in the tetraploid.**
(0.03 MB DOC) Click here for additional data file.

Table S4 **Molecular function GO terms for genes repressed in the tetraploid.**
(0.03 MB DOC) Click here for additional data file.

Table S5 **GO terms for genes induced in the tetraploid.**
(0.03 MB DOC) Click here for additional data file.

Table S6 **Mitotic arrest efficiency, measured as percentages of arrested cells, in experiments shown in** **Figure 3C–3E** **.**
(0.03 MB DOC) Click here for additional data file.

Table S7 **Expression levels of genes down-regulated in the WT tetraploid in the** ***cln3*** **Δ haploid.**
(0.06 MB DOC) Click here for additional data file.

Table S8 **Expression levels of genes up-regulated in the WT tetraploid in the** ***cln3*** **Δ haploid.**
(0.06 MB DOC) Click here for additional data file.

Table S9 **Relationship between cell size/surface area and gene expression analyzed with linear regression.**
(0.05 MB DOC) Click here for additional data file.

Table S10 **The binding motifs of Dig1 and Ste12 are overrepresented in the promoters of genes repressed in the Σ1278b tetraploid.**
(0.05 MB DOC) Click here for additional data file.

Text S1 **Cell size mutants incompatible with cell size–transcription analysis.**
(0.03 MB DOC) Click here for additional data file.

Text S2 **Discussion on genes up-regulated in large cells.**
(1.08 MB DOC) Click here for additional data file.

## Abbreviations

GO: Gene Ontology
MAPK: mitogen-activated protein kinase
qPCR: quantitative PCR
SGD: *Saccharomyces* Genome Database
WT: wild type
YPD: yeast extract peptone dextrose

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S1 — Regulation of disproportionally expressed genes in the tetraploid is not correlated with stages in the mitotic cell cycle. (0.07 MB DOC)

**Supporting Table 1.** Regulation of disproportionally expressed genes in the tetraploid is not correlated with stages in the mitotic cell cycle. Except for *FLO11*, cell cycle regulation information was obtained from a previous genome wide study [43].

**Part A**. Genes repressed in the tetraploid and the cell cycle stages at which their expression levels are maximal.

* denotes genes whose fluctuation in transcript abundance did not exceed a defined threshold to be considered cell cycle regulated in the study.

| ORF | Symbol | Peak expression |
| --- | --- | --- |
| *YIR019C* | *FLO11* | M |
| *YLR042C* |  | (no effect) |
| *YOL154W* | *ZPS1* | * |
| *YDR461W* | *MFA1* | G1 |
| *YNR060W* | *FRE4* | * |
| *YFL026W* | *STE2* | M |
| *YCL027W* | *FUS1* | M/G1 |
| *YGL193C* |  | * |
| *YBL016W* | *FUS3* | * |
| *YER150W* | *SPI1* | M/G1 |
| *YGL032C* | *AGA2* | M/G1 |
| *YIL015W* | *BAR1* | * |
| *YLR040C* |  | M/G1 |
| *YMR173W* | *DDR48* | * |
| *YKR013W* | *PRY2* | G1 |
| *YKL209C* | *STE6* | M |
| *YLR452C* | *SST2* | M/G1 |
| *YNL160W* | *YGP1* | M/G1 |
| *YNR044W* | *AGA1* | M/G1 |
| *YPL163C* | *SVS1* | G1 |
| *YNL145W* | *MFA2* | M |
| *YOL104C* | *NDJ1* | * |
| *YOR212W* | *STE4* | * |
| *YHL043W* | *ECM34* | * |
| *YDL227C* | *HO* | G1 |
| *YKL096W-A* | *CWP2* | G2 |
| *YFR022W* | *ROG3* | * |
| *YHR005C* | *GPA1* | M/G1 |
| *YBR054W* | *YRO2* | M |
| *YDR309C* | *GIC2* | G1 |
| *YMR266W* | *RSN1* | * |
| *YFL027C* | *GYP8* | * |
| *YGR014W* | *MSB2* | G1 |
| *YMR305C* | *SWC10* | G1 |
| *YIL140W* | *AXL2* | G1 |

Peak expression Number of genes

G1 8

G2 1

M 5

M/G1 8

**Part B.** Genes disproportionally induced in the tetraploid and the cell cycle stages at which their expression levels are maximal.

| ORF | Symbol | Peak expression |
| --- | --- | --- |
| *YER124C* | *DSE1* | G1 |
| *YHR143W* | *DSE2* | G1 |
| *YLR286C* | *CTS1* | G1 |
| *YGL028C* | *SCW11* | G1 |
| *YJR109C* | *CPA2* | * |
| *YIR039C* | *YPS6* | * |
| *YIL169C* | *YIL169C* | * |
| *YNR067C* | *DSE4* | M/G1 |
| *YIR009W* | *MSL1* | * |
| *YLR285C-A* |  | no data |
| *YDR360W* | *OPI7* | (no effect) |
| *YKR076W* | *ECM4* | * |
| *YCL026C-B* | *HBN1* | no data |
| *YNL122C* |  | * |
| *YDR379C-A* |  | no data |
| *YBR120C* | *CBP6* | * |
| *YJL023C* | *PET130* | * |
| *YBL059C-A* | *CMC2* | no data |
| *YIL098C* | *FMC1* | * |
| *YOR195W* | *SLK19* | G1 |
| *YJL200C* | *ACO2* | * |
| *YER068C-A* |  | no data |
| *YCR003W* | *MRPL32* | * |
| *YDL044C* | *MTF2* | * |
| *YOR216C* | *RUD3* | * |
| *YLR254C* | *NDL1* | G2/M |
| *YDR357C* |  | * |
| *YMR180C* | *CTL1* | * |
| *YCL056C* | *YCL056C* | * |
| *YCR096C* | *A2* | * |

* denotes genes whose fluctuation in transcript abundance did not exceed a defined threshold to be considered cell cycle regulated in the study.

Peak expression Number of genes

G1 5

G2/M 2

M/G1 1

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S2 — Cellular compartment GO terms for genes repressed in the tetraploid. (0.03 MB DOC)

**Supporting Table 2.** Cellular compartmental GO terms for genes repressed in the tetraploid.

| GO term | Cluster frequency | Background frequency | p-value | Genes |
| --- | --- | --- | --- | --- |
| Cell wall | 10/35, 28.6% | 80/5613, 1.4% | 2.7 e-11 | *AGA1, AGA2,*  *ZPS1, SPI1,*  *SVS1, YGP1,*  *CWP2, SCW10,*  *YLR040C,*  *FLO11* |
| Plasma  membrane | 11/35, 31.4% | 251/5613, 4.5% | 1.9 e-7 | *FRE4,*  *STE2, FUS1,*  *STE6, SST2,*  *STE4, GPA1,*  *GIC2, MSB2,*  *AXL2, RSN1* |

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S3 — Biological process GO terms for genes repressed in the tetraploid. (0.03 MB DOC)

**Supporting Table 3.** GO terms in biological processes for genes repressed in the tetraploid.

| GO term | Cluster frequency | Background frequency | p-value | Genes |
| --- | --- | --- | --- | --- |
| Mating & adhesion | 13/35, 37.1% | 123/5613, 2.2% | 1.4 e-13 | *FLO11, MFA1,*  *MFA2, STE2,*  *STE4, FUS1,*  *FUS3, AGA1,*  *AGA2, BAR1,*  *SST2, GPA1,*  *SCW10* |
| Cell surface  receptor linked  signal transduction | 7/35, 20% | 50/5613, 0.9% | 1.6 e-8 | *MFA1, MFA2,*  *STE2, STE4,*  *FUS3, GPA1,*  *MSB2* |

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S4 — Molecular function GO terms for genes repressed in the tetraploid. (0.03 MB DOC)

**Supporting Table 4.** GO terms in molecular functions for genes repressed in the tetraploid.

| GO term | Cluster frequency | Background frequency | p-value | Genes |
| --- | --- | --- | --- | --- |
| Receptor binding | 2/35, 5.7% | 2/5613, 0.03% | 3.8 e-5 | *MFA1, MFA2* |
| Cell adhesion molecule binding | 2/35, 5.7% | 3/5613, 0.1% | 1.1 e-4 | *AGA1, AGA2* |
| Signal transducer | 4/35, 11.4% | 42/5613, 0.7% | 1.2 e-4 | *FUS3, MSB2,*  *STE2, STE4* |

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S5 — GO terms for genes induced in the tetraploid. (0.03 MB DOC)

**Supporting Table 5.** GO terms for genes induced in the tetraploid.

| GO term | Cluster frequency | Background frequency | p-value | Genes |
| --- | --- | --- | --- | --- |
| Cytokinesis  (process) | 5/30, 16.7% | 11/5613, 0.2% | 1.4 e-9 | *DSE1,DSE2,*  *DSE4, CTS1,*  *SCW11* |
| Hydrolase  (function) | 4/30, 13.3% | 30/5613, 0.5% | 1.7 e-5 | *DSE2, DSE4,*  *CTS1,SCW11* |
| Cell wall  (compartment) | 5/30, 16.7% | 80/5613, 1.4% | 5.6 e-5 | *DSE2, DSE4,*  *CTS1,SCW11,*  *YPS6* |

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S6 — Mitotic arrest efficiency, measured as percentages of arrested cells, in experiments shown in Figure 3C–3E . (0.03 MB DOC)

**Supporting Table 6.** Mitotic arrest efficiency, measured as percentages of arrested cells, in experiments shown in figures 3C-E. For each strain, at least 250 cells were counted from each of the three biological replicate cultures. Averages and standard deviations of the percentages were then calculated.

For figure 3C:

|  | % unbudded | % small budded | % large budded |
| --- | --- | --- | --- |
| WT | 15.48 ± 2.29 | 4.35 ± 0.68 | 80.18 ± 2.40 |
| *bck2*∆ | 17.99 ± 1.08 | 2.94 ± 0.73 | 79.08 ± 1.71 |

For figure 3D:

|  | % unbudded | % small budded | % large budded |
| --- | --- | --- | --- |
| WT | 19.26 ± 2.33 | 5.62 ± 1.01 | 75.12 ± 3.27 |
| *eap1*∆ | 11.07 ± 2.68 | 5.59 ± 1.74 | 83.34 ± 1.21 |

For figure 3E:

|  | % unbudded | % small budded | % large budded |
| --- | --- | --- | --- |
| *CLN3-2* | 17.99 ± 2.31 | 4.82 ± 1.54 | 77.19 ± 0.80 |
| WT | 17.73 ± 4.65 | 6.64 ± 1.56 | 75.63 ± 3.27 |
| *cln3*∆ | 18.82 ± 3.21 | 6.02 ± 1.49 | 75.16 ± 2.37 |

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S7 — Expression levels of genes down-regulated in the WT tetraploid in the cln3 Δ haploid. (0.06 MB DOC)

**Supporting Table 7.** Regulation of genes repressed in the WT tetraploid in the *cln3*∆ haploid.

**Part A.** The majority of genes identified in figure 2A show the same regulatory trend in the WT tetraploid and the *cln3*∆ haploid.

| Regulation | Gene | 1n Ave ± SD | 4n Ave ± SD | Sig. | WT Ave ± SD | *cln3*∆ Ave ± SD | Sig. |
| --- | --- | --- | --- | --- | --- | --- | --- |
| $ | *FLO11* | 10.196 ± 1.007 | 1 ± 0.325 | *** | 4.925 ± 0.490 | 1 ± 0.169 | *** |
| $ | *YLR042C* | 9.994 ± 0.954 | 1 ± 0.140 | *** | 3.826 ± 0.601 | 1 ± 0.119 | ** |
| $ | *MFA1* | 3.481 ± 0.122 | 1 ± 0.113 | *** | 2.768 ± 0.169 | 1 ± 0.080 | *** |
| $ | *FRE4* | 13.211 ± 1.531 | 1 ± 0.806 | *** | 7.171 ± 1.772 | 1 ± 0.670 | * |
| $ | *STE2* | 2.922 ± 0.106 | 1 ± 0.063 | *** | 1.870 ± 0.100 | 1 ± 0.055 | *** |
| $ | *FUS1* | 3.199 ± 0.189 | 1 ± 0.269 | *** | 2.190 ± 0.242 | 1 ± 0.015 | *** |
| $ | *FUS3* | 4.302 ± 0.344 | 1 ± 0.143 | *** | 2.416 ± 0.167 | 1 ± 0.070 | *** |
| $ | *AGA2* | 2.987 ± 0.171 | 1 ± 0.207 | *** | 2.059 ± 0.069 | 1 ± 0.099 | *** |
| $ | *BAR1* | 2.025 ± 0.200 | 1 ± 0.103 | ** | 1.982 ± 0.207 | 1 ± 0.244 | ** |
| $ | *YLR040C* | 2.808 ± 0.199 | 1 ± 0.115 | *** | 2.494 ± 0.226 | 1 ± 0.034 | *** |
| $ | *DDR48* | 3.418 ± 0.196 | 1 ± 0.161 | *** | 1.875 ± 0.104 | 1 ± 0.071 | *** |
| $ | *RPY2* | 2.354 ± 0.334 | 1 ± 0.023 | ** | 1.788 ± 0.059 | 1 ± 0.046 | *** |
| $ | *STE6* | 2.119 ± 0.144 | 1 ± 0.068 | *** | 1.636 ± 0.191 | 1 ± 0.092 | ** |
| $ | *SST2* | 2.230 ± 0.063 | 1 ± 0.079 | *** | 2.331 ± 0.080 | 1 ± 0.037 | *** |
|  | *AGA1* | 2.157 ± 0.389 | 1 ± 0.077 | ** | 1.360 ± 0.208 | 1 ± 0.119 |  |
| $ | *SVS1* | 2.490 ± 0.172 | 1 ± 0.048 | *** | 2.219 ± 0.291 | 1 ± 0.070 | ** |
| $ | *MFA2* | 1.638 ± 0.251 | 1 ± 0.059 | * | 1.467 ± 0.012 | 1 ± 0.031 | *** |
| $ | *NDJ1* | 1.492 ± 0.114 | 1 ± 0.046 | ** | 1.610 ± 0.282 | 1 ± 0.238 | * |
| $ | *STE4* | 1.808 ± 0.101 | 1 ± 0.109 | *** | 1.776 ± 0.179 | 1 ± 0.235 | * |
|  | *HO* | 2.655 ± 0.176 | 1 ± 0.082 | *** | 0.895 ± 0.131 | 1 ± 0.049 |  |
| $ | *CWP2* | 1.658 ± 0.105 | 1 ± 0.031 | *** | 1.594 ± 0.054 | 1 ± 0.063 | *** |
|  | *GPA1* | 1.861 ± 0.145 | 1 ± 0.059 | *** | 1.275 ± 0.131 | 1 ± 0.161 |  |
| $ | *GIC2* | 1.680 ± 0.046 | 1 ± 0.047 | *** | 1.793 ± 0.187 | 1 ± 0.046 | ** |
| $ | *RSN1* | 1.584 ± 0.059 | 1 ± 0.091 | *** | 1.748 ± 0.085 | 1 ± 0.036 | *** |
|  | *GYP8* | 2.014 ± 0.115 | 1 ± 0.101 | *** | 1.241 ± 0.193 | 1 ± 0.012 |  |
|  | *MSB2* | 1.370 ± 0.124 | 1 ± 0.016 | ** | 2.722 ± 0.873 | 1 ± 0.760 |  |
|  | *SCW10* | 1.515 ± 0.067 | 1 ± 0.023 | *** | 0.987 ± 0.044 | 1 ± 0.026 |  |

Transcript expression levels were measured from total RNA by quantitative PCR. WT haploid and tetraploid were cultured asynchronously in YPD, whereas WT and *cln3*∆ haploids were cultured in YPD + nocodazole. Listed in the table are genes that remained expressed and down-regulated in the tetraploid in the YPD medium, among those identified in figure 2A. Gene expression levels in WT haploids were normalized to those in the tetraploid or the *cln3*∆ haploid. Hence, the average expression level of a gene in the WT haploid represents the average fold change in expression. Significance of differences in expression levels were analyzed by Student’s t-test (n=3). Statistical annotations used in the “Sig.” columns: *** for p-value less than 0.001. ** for p-value between 0.01 and 0.001. * for p-value between 0.05 and 0.01. In the “Regulation” column, $ denotes genes regulated in the same trend in the WT tetraploid and the *cln3*∆ haploid as compared with the WT haploid.

**Part B.** The difference in *FLO11* expression levels between the *cln3*∆ haploid and the WT tetraploid shown in Part A correlates with cell size, not differential treatment with nocodazole.

| Strain | expression levels (Ave ± SD) | % large budded cells | % unbud + small bud |
| --- | --- | --- | --- |
| WT haploid | 1.00 ± 0.170 | 73.3 | 26.7 |
| *cln3*∆ haploid | 0.16 ± 0.016 | 72.5 | 27.5 |
| WT tetraploid | 0.08 ± 0.012 | 65.4 | 34.6 |

The *MAT***a** WT haploid, *cln3*∆ haploid and WT tetraploid were cultured in the presence of nocodazole and processed as described in figure 3. The fold changes in *cln3*∆ haploid and in WT tetraploid in the presence of nocodazole were comparable to those shown in Part A. As tetraploid cells arrested less efficiently and had a noticeably higher % of cells in G1 and S under the experimental condition, transcripts maximally expressed in those cell cycle stages could be artifactually over-represented in the tetraploid samples. Due to this concern and the fact that nocodazole did not significantly alter the fold changes in *FLO11* expression, the asynchronous growth condition was employed for the haploid vs tetraploid analysis.

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S8 — Expression levels of genes up-regulated in the WT tetraploid in the cln3 Δ haploid. (0.06 MB DOC)

**Supporting Table 8. Expression levels of genes up-regulated in the WT tetraploid in the *cln3*∆ haploid.**

| Regulation | Gene | 1n Ave ± SD | 4n Ave ± SD | Sig. | WT Ave ± SD | *cln3*∆ Ave ± SD | Sig. |
| --- | --- | --- | --- | --- | --- | --- | --- |
| $ | *DSE1* | 1 ± 0.025 | 19.661 ± 4.019 | ** | 1 ± 0.120 | 5.503 ± 0.133 | *** |
| $ | *DSE2* | 1 ± 0.075 | 14.086 ± 0.450 | *** | 1 ± 0.131 | 2.585 ± 0.048 | *** |
| $ | *CTS1* | 1 ± 0.097 | 12.793 ± 0.775 | *** | 1 ± 0.319 | 2.770 ± 0.894 | * |
| $ | *SCW11* | 1 ± 0.063 | 6.317 ± 0.605 | *** | 1 ± 0.022 | 2.085 ± 0.089 | *** |
| $ | *CPA2* | 1 ± 0.132 | 2.205 ± 0.140 | *** | 1 ± 0.137 | 2.020 ± 0.142 | *** |
| $ | *YPS6* | 1 ± 0.030 | 5.165 ± 0.630 | *** | 1 ± 0.095 | 4.157 ± 0.330 | *** |
| $ | *YIL169C* | 1 ± 0.078 | 4.989 ± 0.289 | *** | 1 ± 0.282 | 3.640 ± 0.575 | ** |
|  | *DSE4* | 1 ± 0.021 | 3.375 ± 0.277 | *** | 1 ± 0.135 | 1.453 ± 0.409 |  |
|  | *MSL1* | 1 ± 0.341 | 5.194 ± 1.688 | * | 1 ± 0.068 | 2.004 ± 0.909 |  |
|  | *OPI7* | 1 ± 0.522 | 3.064 ± 0.607 | * | 1 ± 0.239 | 0.637 ± 0.137 |  |
| $ | *ECM4* | 1 ± 0.028 | 2.511 ± 0.294 | *** | 1 ± 0.156 | 2.270 ± 0.055 | *** |
| $ | *HBN1* | 1 ± 0.040 | 3.108 ± 0.264 | *** | 1 ± 0.175 | 2.007 ± 0.031 | *** |
|  | *YNL122C* | 1 ± 0.074 | 1.527 ± 0.094 | ** | 1 ± 0.164 | 0.874 ± 0.027 |  |
|  | *YDR379C-A* | 1 ± 0.049 | 3.136 ± 0.063 | *** | 1 ± 0.105 | 1.207 ± 0.220 |  |
|  | *CBP6* | 1 ± 0.500 | 3.747 ± 0.640 | ** | 1 ± 0.148 | 0.960 ± 0.045 |  |
| ^ | *CMC2* | 1 ± 0.164 | 1.755 ± 0.029 | ** | 1 ± 0.114 | 0.703 ± 0.051 | * |
|  | *FMC1* | 1 ± 0.030 | 1.513 ± 0.213 | * | 1 ± 0.147 | 0.855 ± 0.037 |  |
|  | *SLK19* | 1 ± 0.039 | 1.365 ± 0.101 | ** | 1 ± 0.273 | 0.992 ± 0.112 |  |
|  | *ACO2* | 1 ± 0.084 | 2.767 ± 0.312 | *** | 1 ± 0.209 | 0.654 ± 0.085 |  |
|  | *MRPL32* | 1 ± 0.703 | 4.803 ± 0.782 | ** | 1 ± 0.163 | 0.782 ± 0.118 |  |
|  | *MTF2* | 1 ± 0.071 | 1.227 ± 0.094 | * | 1 ± 0.175 | 0.816 ± 0.038 |  |
|  | *RUD3* | 1 ± 0.056 | 1.155 ± 0.038 | * | 1 ± 0.257 | 0.824 ± 0.088 |  |
|  | *NDL1* | 1 ± 0.165 | 1.321 ± 0.075 | * | 1 ± 0.247 | 0.868 ± 0.021 |  |
|  | *YDR357C* | 1 ± 0.023 | 1.394 ± 0.106 | ** | 1 ± 0.210 | 1.085 ± 0.017 |  |
|  | *CTL1* | 1 ± 0.226 | 1.670 ± 0.107 | ** | 1 ± 0.163 | 1.032 ± 0.038 |  |

Transcript expression levels were measured from total RNA by quantitative PCR. WT haploid and tetraploid were cultured asynchronously in YPD, whereas WT and *cln3*∆ haploids were cultured in YPD + nocodazole. Listed in the table are genes that remained expressed and up-regulated in the tetraploid in YPD, among those identified in figure 2B. Gene expression levels in the tetraploid and the *cln3*∆ haploid were normalized to those in the WT haploid. The average expression level of a gene in the tetraploid or the *cln3*∆ haploid thus represents the average fold change in expression. Significance of differences in expression levels were analyzed by Student’s t-test (n=3). Statistical annotations used in the “Sig.” columns: *** for p-value less than 0.001. ** for p-value between 0.01 and 0.001. * for p-value between 0.05 and 0.01. In the “Regulation” column, $ denotes genes regulated in the same trend in the WT tetraploid and the *cln3*∆ haploid as compared with the WT haploid. ^ denotes genes regulated in the opposite trend.

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S9 — Relationship between cell size/surface area and gene expression analyzed with linear regression. (0.05 MB DOC)

**Supporting Table 9.** Relationship between cell size/surface area and gene expression analyzed with linear regression.

Linear regression was performed using the relative cell size or cell surface area as X values. Relative cell size: WT haploid: 1, *bck2*∆: 1.24, *eap1*∆: 1.37, *cln3*∆: 1.85, WT tetraploid: 4. Relative cell surface area, based on cell size and the assumption that cells are spherical: WT haploid: 1, *bck2*∆: 1.14, *eap1*∆: 1.23, *cln3*∆: 1.51, WT tetraploid: 2.53.

The Y values were the relative gene expression levels as shown in figures 4 and 5.

We did not model the relationship between gene expression and cell size using higher order polynomials because there are not enough of cell size variants to generate a sufficient number of data points for proper curve fitting.

|  | X = relative cell size | | | X = relative surface area | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene** | **r^2** | **Slope** | **Y-intercept** | **r^2** | **Slope** | **Y-intercept** |
| *FLO11* | 0.272 | -0.17 ± 0.16 | 0.67 ± 0.35 | 0.304 | -0.35 ± 0.31 | 0.88 ± 0.49 |
| *YLR042C* | 0.489 | -0.33 ± 0.20 | 1.35 ± 0.43 | 0.502 | -0.67 ± 0.38 | 1.71 ± 0.61 |
| *MFA1* | 0.656 | -0.20 ± 0.08 | 1.01 ± 0.18 | 0.704 | -0.41 ± 0.15 | 1.23 ± 0.24 |
| *FRE4* | 0.255 | -0.16 ± 0.16 | 0.62 ± 0.34 | 0.284 | -0.33 ± 0.31 | 0.81 ± 0.48 |
| *STE2* | 0.799 | -0.18 ± 0.05 | 1.03 ± 0.12 | 0.835 | -0.37 ± 0.10 | 1.24 ± 0.15 |
| *FUS1* | 0.726 | -0.19 ± 0.07 | 1.00 ± 0.15 | 0.768 | -0.38 ± 0.12 | 1.22 ± 0.19 |
| *FUS3* | 0.771 | -0.23 ± 0.07 | 1.10 ± 0.16 | 0.805 | -0.47 ± 0.13 | 1.36 ± 0.21 |
| **Gene** | **r^2** | **Slope** | **Y-intercept** | **r^2** | **Slope** | **Y-intercept** |
| *DSE1* | 0.914 | 5.53 ± 0.98 | -2.64 ± 2.14 | 0.909 | 10.94 ± 2.00 | -8.38 ± 3.16 |
| *DSE2* | 0.977 | 4.58 ± 0.40 | -4.61 ± 0.88 | 0.960 | 8.99 ± 1.06 | -9.27 ± 1.68 |
| *CTS1* | 0.985 | 4.08 ± 0.30 | -3.81 ± 0.64 | 0.970 | 8.03 ± 0.82 | -7.98 ± 1.29 |
| *SCW11* | 0.975 | 1.80 ± 0.17 | -0.94 ± 0.36 | 0.969 | 3.56 ± 0.37 | -2.81 ± 0.58 |
| *CPA2* | 0.688 | 0.40 ± 0.16 | 0.73 ± 0.34 | 0.730 | 0.82 ± 0.29 | 0.27 ± 0.46 |
| *YPS6* | 0.760 | 1.42 ± 0.46 | -0.15 ± 1.01 | 0.790 | 2.87 ± 0.85 | -1.72 ± 1.35 |
| *YIL169C* | 0.814 | 1.42 ± 0.39 | -0.39 ± 0.85 | 0.840 | 2.85 ± 0.72 | -1.94 ± 1.14 |

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Table S10 — The binding motifs of Dig1 and Ste12 are overrepresented in the promoters of genes repressed in the Σ1278b tetraploid. (0.05 MB DOC)

**Supporting Table 10.** The binding motifs of Dig1 and Ste12 are over-represented in the promoters of genes repressed in the Σ1278b tetraploid.

| Gene | Dig1 motif | Ste12 motif |
| --- | --- | --- |
| *FLO11* | NO | YES |
| *YLR042C* | YES | YES |
| *ZPS1* | NO | YES |
| *MFA1* | YES | YES |
| *FRE4* | NO | NO |
| *STE2* | NO | YES |
| *FUS1* | YES | YES |
| *YGL193C* | NO | NO |
| *FUS3* | YES | YES |
| *SPI1* | NO | YES |
| *AGA2* | NO | YES |
| *BAR1* | YES | YES |
| *YLR040C* | NO | NO |
| *DDR48* | NO | NO |
| *PRY2* | YES | YES |
| *STE6* | YES | YES |
| *SST2* | YES | YES |
| *YGP1* | NO | YES |
| *AGA1* | YES | YES |
| *SVS1* | NO | YES |
| *MFA2* | YES | YES |
| *NDJ1* | NO | NO |
| *STE4* | YES | YES |
| *ECM34* | NO | NO |
| *HO* | NO | YES |
| *CWP2* | NO | NO |
| *ROG3* | NO | NO |
| *GPA1* | NO | YES |
| *YRO2* | NO | YES |
| *GIC2* | YES | YES |
| *RSN1* | NO | NO |
| *GYP8* | NO | YES |
| *MSB2* | NO | YES |
| *SCW10* | YES | YES |
| *AXL2* | NO | NO |

The promoter of each gene in the annotated Σ1278b genome was scanned for sequences matching the currently known Dig1 and Ste12 binding motifs. Yes/No indicates whether a motif is present as predicted by bioinformatics and represents the likelihood of regulation by the transcription factor. The p-values for enrichment of the Dig1 and Ste12 motifs are 1.33 e-9 and 1.43 e-9, respectively. Detailed motif scan results are shown in Supporting Dataset 2.

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Text S1 — Cell size mutants incompatible with cell size–transcription analysis. (0.03 MB DOC)

**Supporting Text 1.** Cell size mutants incompatible with size-transcription analysis.

We enlarged cell size of haploids using an ATP analog-sensitive allele of *CDC28* [17] that expands cell size upon inhibition by the analog [18]. This mutant showed an inverse correlation between *FLO11* expression and cell size that was consistent with our cell size-transcription hypothesis. However, under our experimental conditions, aberrant cell cycle progression and abnormal cell shape were observed in the presence of the analogue, precluding a clear interpretation of the results.

We treated a mid-log culture of asynchronously grown *cdc28*-as1 mutant with 50µM of the 1-NM-PP1(**9**) inhibitor and split the culture four ways: (1) no additional drug treatment (2) 0.1% azide (3) 10µM rapamycin (4) 100µg/mL cycloheximide. The PP1 treatment was intended to inhibit cell cycle progression while permitting cell growth, thereby enabling cells to enlarge. Azide, rapamycin or cycloheximide was added to inhibit cell growth independently of PP1 treatment. Samples were taken hourly in a 4-hour time course to track *FLO11* expression and cell size. Over time, cells treated with PP1 alone had significantly enlarged cell size and reduced *FLO11* expression compared to cells treated with additional growth inhibitors. However, we also found increasing expression of *CLN1* concurrent with the decreasing *FLO11* expression in the PP1 treated cells. Since expression of *FLO11* is repressed in the G1-stage of the cell cycle, we reasoned that the G1-like state in PP1 treated cells might repress *FLO11* independently of cell size.

We considered using PP1 at a lower concentration (500nM) to arrest cells in G2/M in the aforementioned experiment to avoid complications associated with G1. However, cells became hyperpolarized and thus had a fundamentally different morphology from that of WT cells, as shown in the original article by Bishop et al. [17]. Since the effect of cell shape on *FLO11* expression is also unclear, we would not be able to draw informative conclusions from this experiment.

We also considered releasing alpha-factor (G1) synchronized cells into PP1 to enlarge cell size, followed by washing away PP1 after different periods of incubation time to obtain cells of varying sizes in M-phase. However, we were not able to wash off PP1 efficiently, presumably due to the extraordinarily high affinity of PP1 for the Cdc28-as1 enzyme. As a result, the washed cells became hyperpolarized as described above.

The intrinsic temperature sensitivity of the Sigma 1278b strain background prohibited us from using temperature sensitive mutant alleles of cell cycle regulators to enlarge cell size as described [18].

# Supplementary material for: Control of Transcription by Cell Size
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000523. doi: 10.1371/journal.pbio.1000523
**Supplement:** Text S2 — Discussion on genes up-regulated in large cells. (1.08 MB DOC)

**Supporting Text 2.** Discussion on genes up-regulated in large cells.

Genes up-regulated in large cells were significantly enriched for those containing the binding motifs of Ace2, Swi5, Rfx1 and Yap7 in their promoters (Supporting Dataset 2). Ace2 and Swi5 are similarly regulated in the cell cycle and are known to promote cytokinesis (separation between mother and daughter cells) [S1]. Rfx1 represses genes essential for DNA repair in the absence of DNA damage by recruiting the Tup1-Ssn6 transcriptional repressor complex to target genes [S2]. Yap7 is a transcription factor with a bZIP DNA-binding domain [S3] and unknown cellular functions. Ace2 and Swi5 appear to be the most relevant among these transcription factors, as genes promoting cytokinesis formed the only significant GO category for the up-regulated genes (Supporting Table 5). In addition, the up-regulation of these genes correlates with a significant phenotypic change: cytokinesis occurs more efficiently in the Σ1278b tetraploid than the haploid, making the tetraploid cells much less clumpy.

In contrast to pathways mediating transcriptional repression in large cells, pathways involved in differential induction by cell size are unclear. Ace2 and Swi5 are regulated by the cell cycle, but the cell cycle was not changed under our experimental conditions. First, the haploid size mutants were treated with nocodazole to minimize variations in cell cycle. In particular, the cell cycle arrest efficiencies of *bck2*∆ and *cln3*∆ were comparable to WT (Figure 3 and Supporting Table 6). Second, previous studies show that polyploidy does not have a noticeable effect on cell cycle progression [11, 15 in references for main text], and our RNA-seq results also did not show a change in cell cycle when we compared the haploid and tetraploid transcriptomes (Supporting Table 1).

Interestingly, the differential induction of cytokinesis-related genes only occurs in the Σ1278b strain background but not the S288c strain background (data not shown). This observation suggests that pathways differently regulated in the two strains are responsible for the up-regulation of gene expression in Σ1278b. Indeed, the Σ1278b haploid is significantly clumpier than S288c (see below), indicating that cytokinesis is less efficient in Σ1278b. This difference in “clumpiness” supports the notion that the two strains regulate differently the genes involved in mother-daughter separation.

**S288c cells are less clumpy than Σ1278b cells, suggesting strain-dependent differences in pathways regulating the separation of mother and daughter cells.**

| 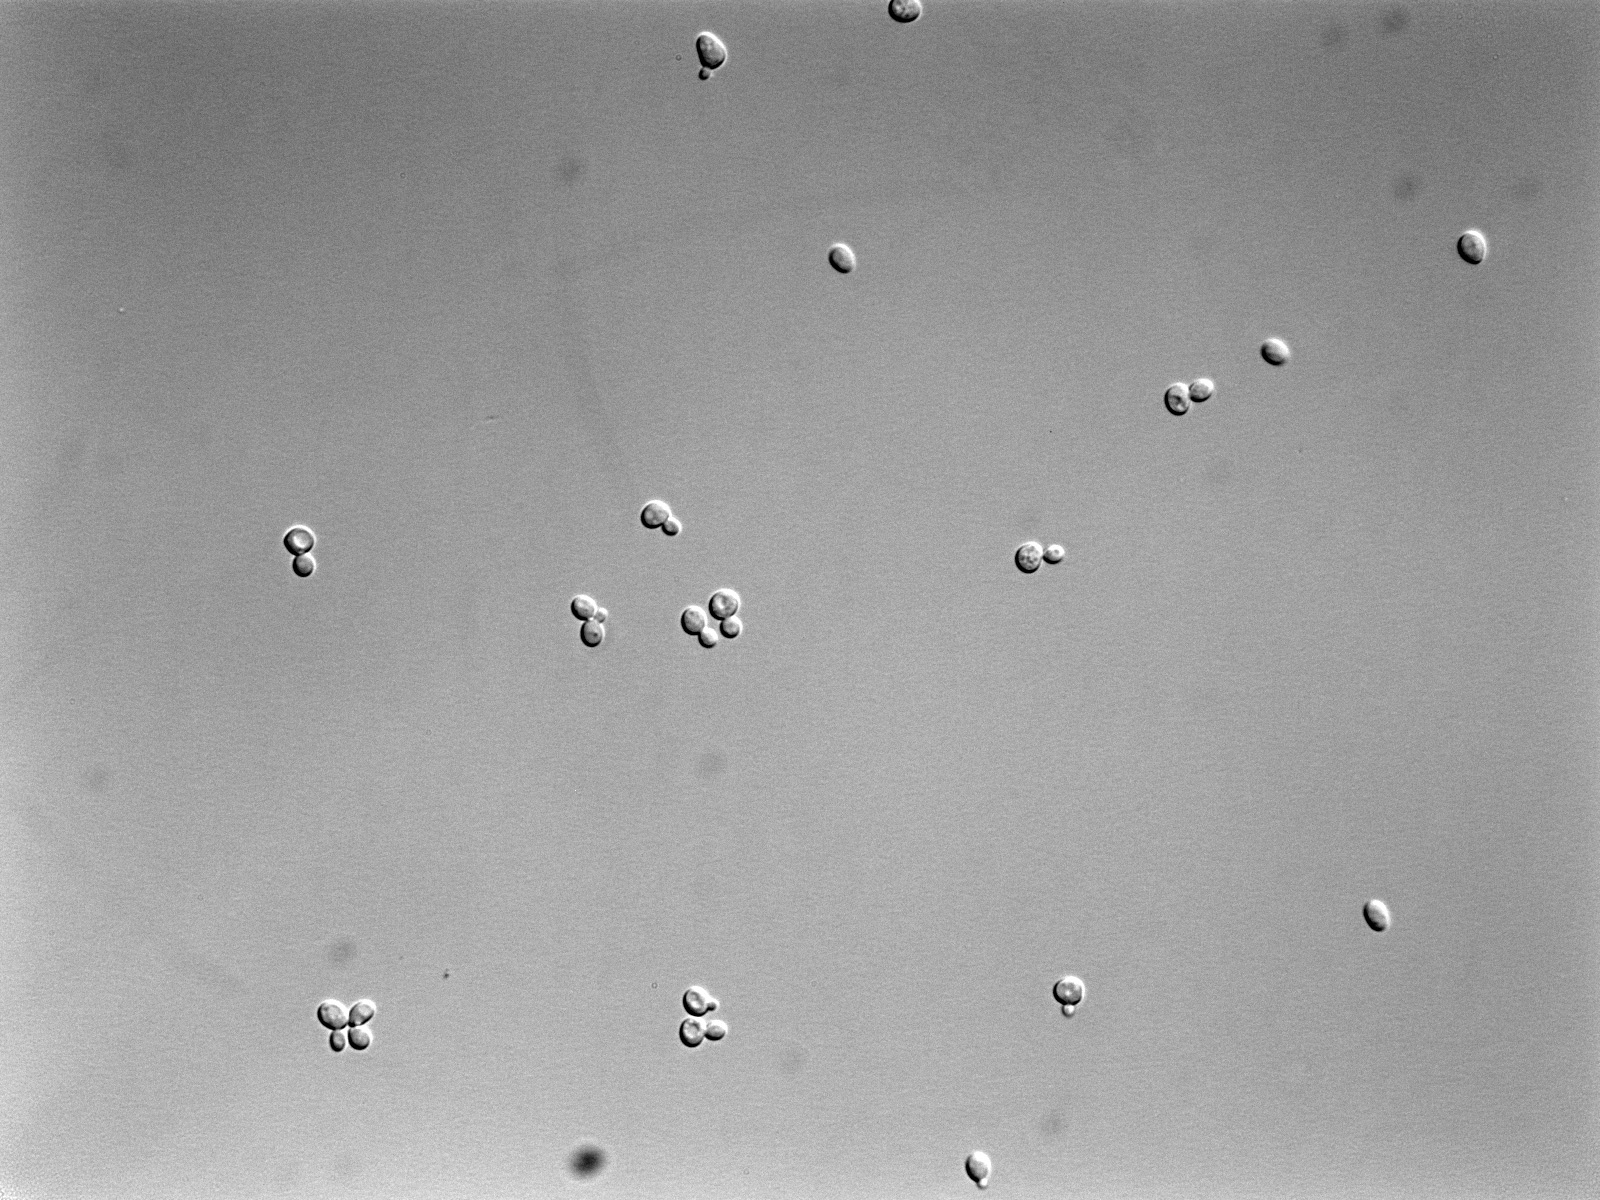  S288c haploid | 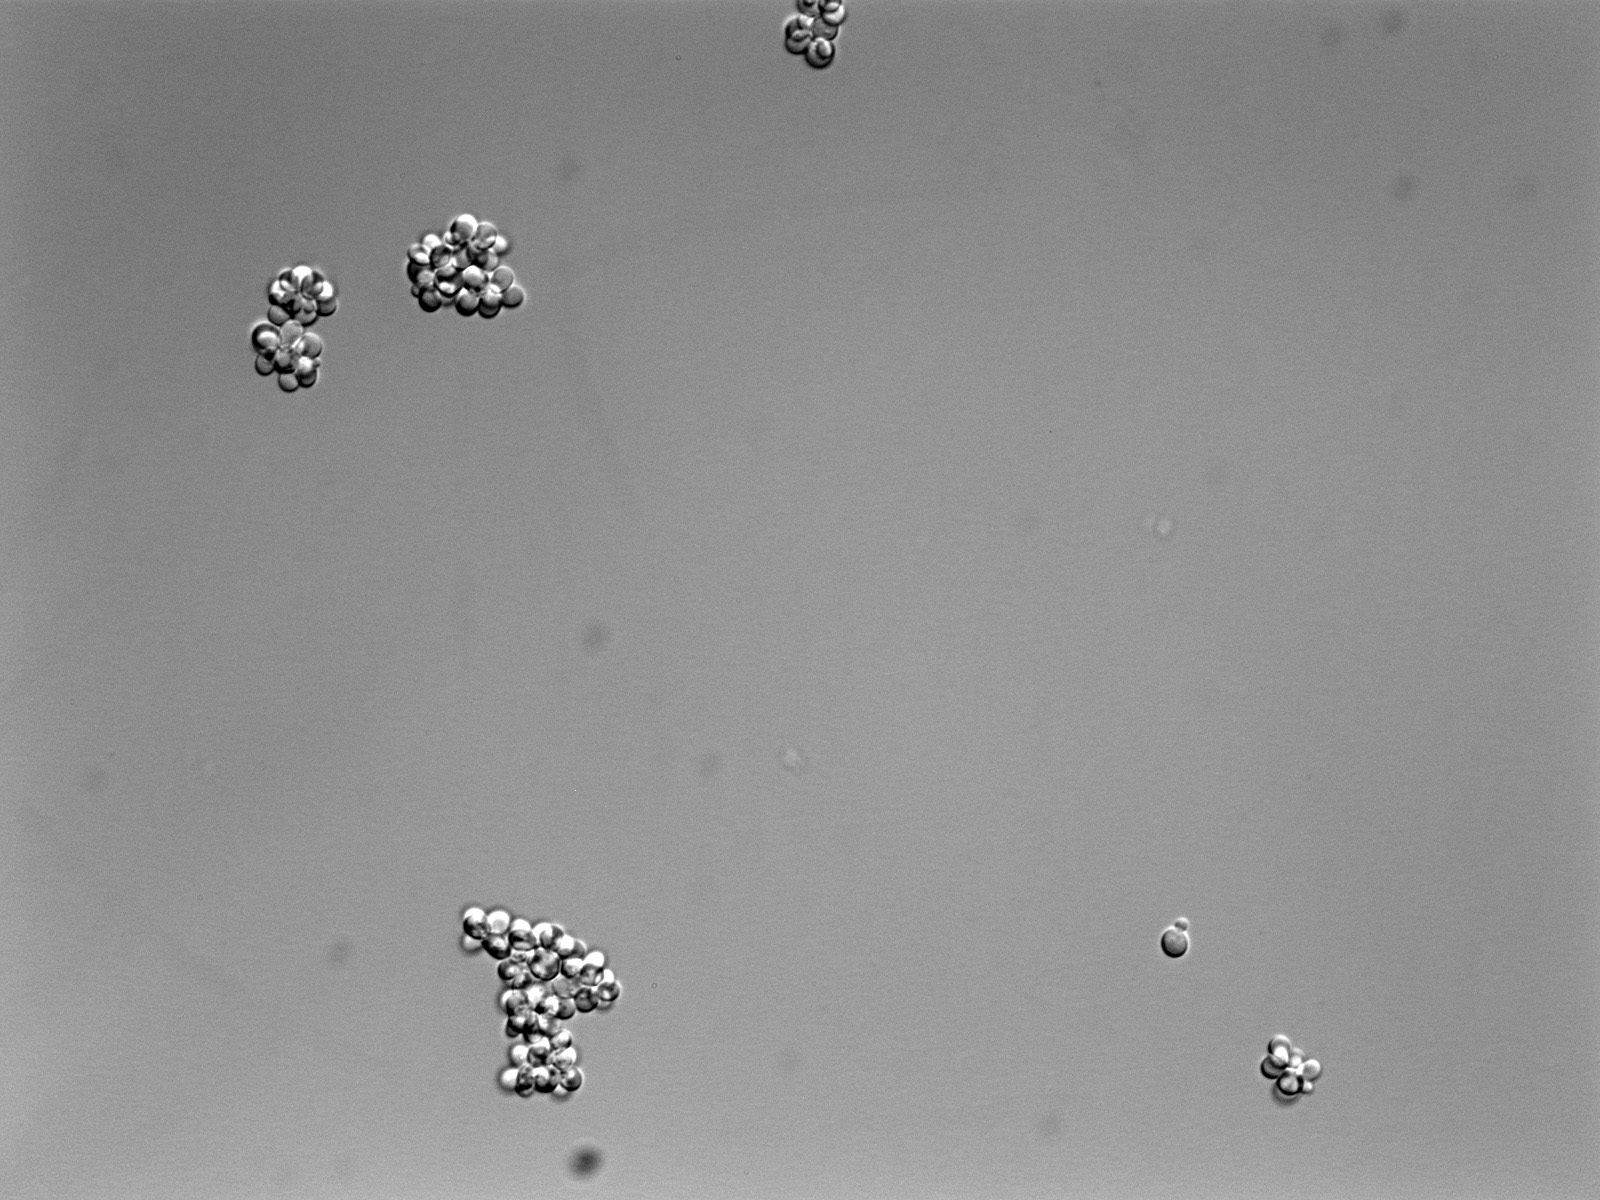  Σ1278b haploid |
| --- | --- |

Both strains are WT and *MAT***a**. The strains were grown in YPD at 30̊C until mid-log phase, and an aliquot of each culture suspension was imaged directly.

The clumpy phenotype of Σ1278b is not caused by a loss of function in enzymes that separate mother and daughter cells, but likely due to low expression levels of these enzymes. The Σ1278b tetraploid expresses elevated levels of these enzymes and is much less clumpy, indicating that the enzymes are functional.

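In the libraries grown in synthetic complete medium, transcripts of enzymes that separate mother and daughter cells were more abundant in tetraploids. CTS1, the chitinase, had 109 and 93 reads in haploids A and B and 1303 and 906 in tetraploids A and B (log2 fold change 3.00, standard error 0.15, adjusted p = 7.00e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DSE2 rose from 8.35 ± 2.17 CPM (SD, n = 2) to 101 ± 45.3 (3.57, standard error 0.18) and SCW11 from 12.8 ± 3.59 to 93.9 ± 16.4 (2.89, standard error 0.17). DSE4 rose from 45.6 ± 23.9 to 147 ± 58.3 (1.72, standard error 0.14), with an adjusted p of 7.97e-07 with the pair as a block and 0.288 without it, same-pair deviations correlating at 0.53.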

References cited in this supporting document:

S1. Dohrmann PR, Butler G, Tamai K, Dorland S, Greene JR, et al. (1992) Parallel pathways of gene regulation: homologous regulators *SWI5* and *ACE2* differentially control transcription of HO and chitinase. Genes Dev 6: 93-104.

S2. Huang M, Zhou Z, Elledge SJ (1998) The DNA replication and damage checkpoint pathways induce transcription by inhibition of the Crt1 repressor. Cell 94: 595-605.

S3. Fernandes L, Rodrigues-Pousada C, Struhl K (1997) Yap, a novel family of eight bZIP proteins in *Saccharomyces cerevisiae* with distinct biological functions. Mol Cell Biol 17: 6982-6993.

How the deposited data were processed for this re-analysis (not part of the article)

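Poly(A) RNA of 2 haploid and 2 tetraploid MATa cultures of Σ1278b was sequenced by the authors on the Illumina Genome Analyzer 2. The authors mapped the reads to the Σ1278b genome with Bowtie and deposited whole-number read counts per annotated ORF for each library, without normalization. The paper states that unique mappings were used for differential expression and that reads on both strands of an ORF were counted. Which library belongs to which ploidy and pair was taken from the sample labels and Figure 1A. The labels give each pair 1 haploid and 1 tetraploid replicate with the same letter, and the paper compares the libraries within these pairs.

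The 4 libraries held between 3612527 and 4133193 counts on ORFs. With 2 cultures per ploidy, counting error is only part of the error, and genes with few reads, among them many of the induced genes, have wide standard errors. The biological coefficient of variation estimated by edgeR was 0.0858 with the pair as a block and 0.182 without it.

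Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. Genes with at least 15 reads in at least 1 library of each pair were kept, TMM factors were computed, and the ploidies were compared with edgeR's quasi-likelihood test with the pair as a block, since the study compares its libraries in pairs. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene sets were tested with limma's camera at its preset correlation between genes, which was not estimated here. Counts of called genes in a set were tested with Fisher's exact test. Mean expression of groups of listed genes was compared by permutation tests with 100000 resamples. The study's procedure (binomial p-values within a pair, ranking by fold change and intersection of the lists) was rewritten from its description. It was run on the deposited counts, divided by the summed counts on ORFs of each library. The paper names uniquely mapped reads for the frequencies and total reads for the folds. The frequencies in Dataset S1 imply denominators from 14851485 (haploid A) to 16153001 (tetraploid A). In every library these exceed the total reads given there, so they cannot be its uniquely mapped reads. The total reads of Dataset S1 and these implied denominators were alternatives.

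Both procedures were tested on simulated counts. In 5604 simulated genes, of which 200 were changed 2-fold or 4-fold, the edgeR fit called 190 of the changed genes (95%) in the right direction and 9 unchanged genes (4.52% of its calls). This simulation gave every gene the same dispersion, differences between pairs as the block assumes, and as many rises as falls. Its shares of right and false calls need not hold for the real libraries. In 5747 simulated genes with counting error alone, the binomial procedure recovered 193 of 200 changed genes (96.5%) and also called 145 unchanged genes (2.61% of them), more than its nominal threshold of 0.001, because it takes the frequency in the other library as known. A lower limit on this share had been set at first and was raised after this was seen.

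The text names every gene the paper names where it bears on a result, the 5 genes with the largest change in each direction outside the paper's lists (adjusted p under 0.05, same direction in both pairs), URA3, LEU2 and HIS3, the alpha-specific genes STE3, MFALPHA1 and MFALPHA2, and ACT1; this rule, the designs and the alternatives were fixed before the data were examined, except where stated. Genes named by another route are said to have been chosen after their values were seen. Names, coding sequences and Gene Ontology terms come from the R64 assembly of another strain, which has a name for 5754 of the 6348 listed ORFs, so no coordinates are given. The alternatives tried were no block, DESeq2, limma-voom, total counts or the total reads of Dataset S1 in place of TMM factors, other filters on low counts, other settings of the study's procedure, crossed pairs, and each library left out in turn. Leaving out a library leaves 1 complete pair, for which values but no tests are given. Groups of 2 are too small for a test of single deviating libraries or of other splits of the libraries. Some results that were computed are not reported here. The size mutants, the quantitative PCR, the other strain background and the microscopy were not analysed here.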

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

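Of the tests below, those of an extra chromosome copy in the haploid strain, of the prior degrees of freedom, of a mixed or mislabelled library and of the reads on URA3 were chosen only after the result was seen, and the limits used for the windows and for the extra copy were changed after their values were seen.

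The genes of chromosome 3 were higher and those of chromosome 6 lower in both tetraploid libraries, a signal the paper does not discuss by chromosome. The mean of the medians of the 2 pairs was 0.25 for chromosome 3 and -0.38 for chromosome 6. A change of copy number in the tetraploid strain, to 5 copies of chromosome 3 and 3 of chromosome 6, would give 0.32 and -0.42. Of 12 windows of at least 20 neighboring genes, 11 moved in the direction of their chromosome in both pairs, all 5 of chromosome 6 and 6 of the 7 of chromosome 3. The remaining window of chromosome 3, from YCR024C-B to YCR045W-A, had a median of -0.02 in pair A and 0.29 in pair B. All 5 windows of chromosome 6 but only 4 of the 7 of chromosome 3 lay beyond 0.1 in both pairs. In the fit over both pairs the 7 windows of chromosome 3 ranged from 0.10 to 0.39. Whether the shift spans the whole of chromosome 3 is therefore open. After offsets for GC content and length the smaller of the absolute medians was still 0.25. Among 7246 runs of as many consecutive genes on the other chromosomes, 0 had a median as far from 0, so a chance run of neighbors was not seen there. A second copy of chromosome 6 in the haploid would put the median at -1, while it was -0.38. Between libraries of the same ploidy the medians of chromosomes 3 and 6 stayed within 0.0751 of 0, so a single mixed library is not the source. A tetraploid culture with altered copies of both chromosomes is consistent with these values, but it cannot be told apart from regulation of many genes on them without a measurement of DNA. The paper reports handling cells to avoid aneuploidy, and both tetraploid libraries come from 1 strain.

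Outside the paper's lists, edgeR called 269 genes lower and 122 higher in tetraploids, which the paper does not discuss. All 391 moved in the same direction in both pairs, as the block favors, and 42 changed at least 2-fold. The largest decreases were in VEL1 (log2 fold change -4.13), FMP48 (-2.51), HSP12 (-2.02, on chromosome 6), DDR2 (-2.02) and ADH4 (-1.84), and the largest increases in YLR286W-A (2.78), YEL073C (1.13), HOF1 (1.11), ATP19 (1.08) and ARG4 (1.02). YLR286W-A overlaps CTS1, whose reads it can share. VEL1 had 324 reads in haploid A and 15 in haploid B, so its change rests on 1 library. ADH4 had 811 and 176, and its log2 fold change was -2.74 in pair A and -0.66 in pair B, so its size rests mostly on haploid A. The pairs also differed in size for other genes, among them FMP48 (-2.70 and -1.50) and ATP19 (0.54 and 1.48). Without TMM factors 51.7% of the 391 kept their call, narrowly over the 1 in 2 that had been set as the limit. With the total reads of Dataset S1 48.6% did, which is under it. All 391 kept their direction under both scalings. Both also shift the median gene upwards, by 0.30 and 0.38, which by itself works against calls of lower genes. The share of calls kept can thus not decide on the composition of the libraries, which remains open. On chromosomes 3 and 6 lay 10.5% of them, against 4.65% of the tested genes, so these chromosomes hold more than their share but not most. With offsets for GC content and length 16.1% kept their call, which is what was set out for a dependence on these properties. Their values moved little, however: all 391 kept their direction and an unadjusted p under 0.05, and the median absolute log2 fold change was 0.62 against 0.63, so the calls moved more than the values did. With the prior degrees of freedom of the fit held at 14.5, as in the fit reported, in place of the 5.16 estimated with these offsets, 96.2% kept their call, a test chosen after the result was seen. The loss of calls thus came with the prior more than with the removal of GC content and length. The calls themselves depend on that prior: with 5.16 in the fit reported, 51 genes in all were called lower and 8 higher. With the labels of pair B exchanged, 0 genes were called and 10 had an unadjusted p under 0.05; with only these arrangements of the labels a difference between cultures that is not due to ploidy cannot be excluded. Without the block 2 of the 391 were called. No biological explanation of these calls is put forward.

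URA3 had at least 25911 reads in every library and ranked 9 among all ORFs, although both strains carry the ura3-52 allele. The ura3-52 allele is an insertion of a Ty element. The count of URA3 varied 1.37-fold between the libraries, and its ratio to the summed counts of ORFs in Ty elements varied 1.08-fold. A candidate explanation is that reads from Ty elements or from the insertion were counted on the ORF; the counts do not show where in the ORF the reads lie.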

How the results depend on the processing

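The offsets for GC content and length, the fits without the rDNA ORFs and the offsets for chromosome copies were chosen after seeing the data, as were TMM sizes for the candidates within a ploidy, DESeq2 without independent filtering, the held prior degrees of freedom and the alternatives for gene sets other than the mitochondrial ribosomal protein genes; all other alternatives were fixed in advance.

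The numbers of genes called by edgeR depended most on the processing. The 304 genes lower in tetraploids became 18 without the block, 135 with DESeq2, 115 with total counts in place of TMM factors, 103 with the total reads of Dataset S1, 87 without a filter, 87 with offsets for GC content and length and 473 without the rDNA ORFs. The 143 genes higher in tetraploids became 4, 25, 1168, 2098, 12, 17 and 283 under the same alternatives, and 216 with at least 15 reads in all 4 libraries. All 447 called genes kept their direction without the block, with DESeq2, limma-voom, total counts, the total reads of Dataset S1, no filter and the offsets for GC content and length. The part of edgeR's prior degrees of freedom was tested by holding them at the value of the fit reported. This gave 436 lower and 245 higher genes with the offsets for GC content and length, 393 and 221 without a filter, 270 and 126 with at least 15 reads in all 4 libraries and 238 and 103 without the rDNA ORFs. It left 61 and 11 without the block, 138 and 1617 with total counts and 78 and 1638 with the total reads of Dataset S1, so the prior alone did not account for those differences. With total counts and with the total reads of Dataset S1 the median gene shifted upwards by 0.30 and 0.38, the direction of the added higher calls. Without the block the biological coefficient of variation was 0.182, against 0.0858 with it. Other causes of these differences were not tested. DESeq2 without independent filtering called 124 genes lower and 17 higher, so that filtering was not the cause of its lower numbers; other causes were not tested.

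Of the paper's 35 repressed genes, 16 were called without the block and 21 with DESeq2. Of its 30 induced genes, 4 were called without the block, 7 with DESeq2, 7 without a filter and 7 with the offsets for GC content and length. In DESeq2, 14 of the repressed and 23 of the induced genes had no adjusted p, since independent filtering removed 3634 of the 5680 genes. Without that filtering, a setting chosen after these values were seen, 32 repressed and 8 induced genes were called.

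With crossed pairs the study's procedure gave 16 repressed and 13 induced genes in place of 39 and 31. With lists of 50 and of 100 genes it gave 9 and 16 induced genes; the length of the list bounds this number. The overlap of the lists kept a p below 0.05 under both backgrounds. With the denominators implied by Dataset S1, only 66 repressed genes were candidates in both pairs and the p of the overlap among them was 0.0499. The numbers of candidates within a ploidy stayed within 1.5 times the reported ones under each alternative.

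The largest chromosome median, that of chromosome 6, was 0.32 in absolute size over genes with at least 100 reads in all 4 libraries, against 0.38. The R squared of pair A was 0.948 on the log2 scale and 0.960 without the 10 genes with the most reads, and that of pair B 0.963 and 0.957. The differences between genes with and without a Dig1, Ste12 or Swi5 motif kept their direction and their side of the threshold in each pair alone, and so did the shift of the mitochondrial ribosomal protein genes without the block and without TMM factors.

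For 84 genes, the listed ones among them, 336 values came from the 4 other fits. Of these, 220 kept their direction and side of the threshold, 92 lost an adjusted p under 0.05, 50 of them without the block and 38 with DESeq2, 21 gained one, and 3 reversed. STE3 had a log2 fold change of 0.0168 with total counts and 0.0926 with the total reads of Dataset S1, against -0.27, and DIG1 0.0456 with the total reads of Dataset S1, against -0.33; these are smaller than the shift of the median gene under those scalings. With each library left out in turn, HIS3, with 16 to 43 reads per library, ranged from -1.54 to 0.88. Of the 7 other gene sets under 3 alternatives, the genes of pseudohyphal or invasive growth lost an unadjusted camera value under 0.05 under 2 of them. The adjusted value of the chromosome genes passed 0.05 with total counts, at 0.0557.

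Of the 30 induced genes, 12 had fewer than 15 reads in a haploid library; how far depth limits their calls was not tested, and at the same depth all 30 were called with total counts in place of TMM factors.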

Differences from the paper's values

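The paper's average folds of all 35 repressed genes were larger than the folds re-derived from the deposited counts. In the following, each gene's average fold in Dataset S1, the paper's value, comes first and the average over the 2 pairs from the deposited counts, divided by total counts, second: FLO11 30.5 and 16.2, YLR042C 17.8 and 8.84, ZPS1 10.1 and 5.20, MFA1 8.98 and 4.70, FRE4 8.59 and 4.47, STE2 7.51 and 3.94, FUS1 7.25 and 3.86, YGL193C 6.55 and 3.73, FUS3 6.42 and 3.41. For the next genes the paper's fold and the re-derived fold were SPI1 6.33 and 3.58, AGA2 6.26 and 3.49, BAR1 6.06 and 3.18, YLR040C 5.96 and 3.39, DDR48 5.49 and 2.87, PRY2 5.27 and 2.75, STE6 5.20 and 2.75, SST2 5.19 and 2.69, YGP1 5.08 and 2.57. Next in the list were AGA1 4.76 and 2.47, SVS1 4.73 and 2.49, MFA2 4.55 and 2.50, NDJ1 4.53 and 2.29, STE4 4.51 and 2.42, ECM34 4.47 and 2.22, HO 4.23 and 2.26, CWP2 4.19 and 2.21, ROG3 4.11 and 2.17. The last were GPA1 4.07 and 2.15, YRO2 4.05 and 2.11, GIC2 3.64 and 1.91, RSN1 3.47 and 1.81, GYP8 3.46 and 1.87, MSB2 3.42 and 1.83, SCW10 3.27 and 1.72, AXL2 3.24 and 1.70. The paper's errors, and those computed here, are SDs over the 2 pairs. With the total reads of Dataset S1 or the denominators implied by Dataset S1, alternatives set before the data were examined, the folds of all 35 genes still differed. With TMM effective library sizes, also set before the data were examined, the re-derived folds of 7 genes came within the limits, FLO11 (19.8), ZPS1 (6.36), YGL193C (4.56), SPI1 (4.37), AGA2 (4.26), YLR040C (4.14), MFA2 (3.06), and those of the other 28 did not.

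Among the induced genes, the paper's average fold of YIL169C is 4.84 and the re-derived one 2.79. None of the alternatives set before the data were examined closed this gap.

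The reads on ORFs in Figure 1B, read by eye in M reads, are about 6.3 M for haploid A, about 6.8 M for tetraploid A, about 5.9 M for haploid B and about 6.4 M for tetraploid B. The deposited counts sum to 3.74, 4.13, 3.61 and 4.04 M. None of the alternatives set before the data were examined changes these sums.

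The paper calls 30 genes induced, and 9 of these had an adjusted p of 0.05 or more in edgeR's quasi-likelihood test; all 30 were called with total counts in place of TMM factors and with the total reads of Dataset S1. The paper states that the tetraploid cells were euploid, while the medians of chromosomes 3 and 6 differed from those of the other chromosomes, at 0.25 and -0.38. The paper states that ACT1, to which its quantitative PCR is normalized, has a constant share of total RNA in all its strains. In the poly(A) libraries ACT1, on chromosome 6, had a log2 fold change of -0.57 (adjusted p = 0.00995 from edgeR's quasi-likelihood test with the pair as a block and 0.577 without it, same-pair deviations correlating at 0.53); its share of total RNA was not measured here.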

Other observations

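Of the tests below, that of ORFs with a repeated sequence was chosen only after the result was seen.

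The paper's quantitative PCR of tetraploids against haploids, from cells grown in YPD, covers 52 of the listed genes. Across these genes the log2 fold change of the sequencing libraries, from cells grown in synthetic complete medium, correlated with that of the paper's values with r = 0.958 and rho = 0.960 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give), and r was 0.948 without the 2 genes farthest from the median. Within the 27 repressed genes r was 0.862 and within the 25 induced genes 0.856, and without the 2 farthest genes of each group 0.779 and 0.740. The r over all genes joins groups selected for opposite directions. It was 0.948 with pair A alone and 0.957 with pair B alone. The direction was the same for all 52 genes, which the paper had selected for being regulated in YPD too. The log2 fold change of the libraries minus that of the PCR had a median of -0.47. This median was -0.50 for the repressed and -0.18 for the induced genes. The scales differ: the PCR is normalized to ACT1 unless specified, and the libraries with TMM factors. ACT1 itself had a log2 fold change of -0.57 in the libraries. A fall of ACT1 in the PCR cultures too would move the difference downwards, which was not tested. Genes are not independent replicates.

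The listed folds of the repressed genes exceeded the re-derived ones by a similar factor, with a median ratio of 1.90 and a range from 1.76 to 2.02, while the median ratio of the induced genes was 1.06. If the denominator of the frequencies were the cause, the denominators implied by the study's own frequencies would bring the ratio near 1; with them it was 2.07. With the total reads of Dataset S1 it was 2.00 for the repressed and 1.01 for the induced genes. Under that scaling the ratios of the repressed genes ranged from 1.83 to 2.13. Their listed folds thus lay nearer to the sum of the 2 pair folds than to the average. Why they did so was not found.

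ORFs whose coding sequence is repeated in full in R64 were not void of reads: 81.2% of the 16 had a mean of at least 15 reads, against 89.2% of all listed ORFs, and the median of their mean counts was 280, against 94.8. Reads inside such ORFs have no unique place, so counting of reads that map to several places may explain this, but whether the copies are identical in Σ1278b was not examined, and the explanation can be neither accepted nor dropped. In 4 of the 6 groups with 2 copies the copies shared the reads to within 45 and 55 percent.

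The arginine synthesis genes, 8 tested, were higher in tetraploids in both pairs, with a median log2 fold change of 0.74. The median was 1.08 in pair A and 0.41 in pair B. The camera test gave an adjusted p = 4.31e-08 with the pair as a block and an adjusted p = 4.05e-07 without it (pairing correlation 0.53). A candidate explanation is a general rise of amino acid synthesis genes. The 29 genes of histidine, lysine, leucine, isoleucine-valine and tryptophan synthesis were higher as a set too (median 0.17, adjusted p = 3.46e-04 from camera; the value before adjustment was 2.40e-04), though by less, with 19 of 29 above 0 and a median of 0.37 in pair A and 0.06 in pair B. Both strains are disrupted in genes of amino acid and uracil synthesis, and no biological explanation beyond this was tested.

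Genes that R64 describes as dependent on the zinc regulator Zap1, without ZPS1, were higher in haploid A than in haploid B, with a median log2 difference of 0.61 over 8 genes, all 8 above 0. This median lay at the 99.9 percentile of 10000 random lists matched on expression, and that between the tetraploid libraries, 0.31, at the 98.9 percentile. A lower zinc supply in the culture of haploid A may explain this, but with 1 library on each side it cannot be told apart from other differences between these cultures. ZPS1, among the paper's repressed genes, differed by 4.83 on the log2 scale between the haploid libraries.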
